# Effects of early geometric confinement on the transcriptomic profile of human cerebral organoids

**DOI:** 10.1186/s12896-021-00718-2

**Published:** 2021-10-12

**Authors:** Dilara Sen, Alexis Voulgaropoulos, Albert J. Keung

**Keywords:** Human cerebral organoids, Neurodevelopment, Agarose microwells, Microfabrication, RNAseq, Mechanobiology

## Abstract

**Background:**

Human cerebral organoids (hCO) are attractive systems due to their ability to model important brain regions and transcriptomics of early in vivo brain development. To date, they have been used to understand the effects of genetics and soluble factors on neurodevelopment. Interestingly, one of the main advantages of hCOs are that they provide three dimensionality that better mimics the in vivo environment; yet, despite this central feature it remains unclear how spatial and mechanical properties regulate hCO and neurodevelopment. While biophysical factors such as shape and mechanical forces are known to play crucial roles in stem cell differentiation, embryogenesis and neurodevelopment, much of this work investigated two dimensional systems or relied on correlative observations of native developing tissues in three dimensions. Using hCOs to establish links between spatial factors and neurodevelopment will require the use of new approaches and could reveal fundamental principles of brain organogenesis as well as improve hCOs as an experimental model.

**Results:**

Here, we investigated the effects of early geometric confinements on transcriptomic changes during hCO differentiation. Using a custom and tunable agarose microwell platform we generated embryoid bodies (EB) of diverse shapes mimicking several structures from embryogenesis and neurodevelopment and then further differentiated those EBs to whole brain hCOs. Our results showed that the microwells did not have negative gross impacts on the ability of the hCOs to differentiate towards neural fates, and there were clear shape dependent effects on neural lineage specification. In particular we observed that non-spherical shapes showed signs of altered neurodevelopmental kinetics and favored the development of medial ganglionic eminence-associated brain regions and cell types over cortical regions. Transcriptomic analysis suggests these mechanotransducive effects may be mediated by integrin and Wnt signaling.

**Conclusions:**

The findings presented here suggest a role for spatial factors in brain region specification during hCO development. Understanding these spatial patterning factors will not only improve understanding of in vivo development and differentiation, but also provide important handles with which to advance and improve control over human model systems for in vitro applications.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12896-021-00718-2.

## Background

Much of our understanding of brain development is and continues to be derived from foundational studies in animal models [1]. While these studies shed light into the general features of mammalian brain development, animal models do not capture the full complexity nor genetics of human neurodevelopment [2]. Recent progress with human cerebral organoid (hCO) systems show that these in vitro systems recapitulate many cell types and key features of the early in vivo brain making them attractive models to study human neurodevelopment [3–11]. As a model, they are continually being improved to better mimic in vivo architectures and brain regions and to enhance reproducibility, amongst other features. The development of any new understanding of factors regulating their development will therefore be important in advancing these models. Human fetal development is controlled by cascades of differential gene expression patterns regulated by not only morphogens, but also spatial and mechanotransducive factors. In fact, early neurodevelopment is one of the major processes where distinct tissue shapes like the neural tube emerge. Yet, while there is a relatively mature understanding of soluble factors and their effects on cerebral organoid development, the role and impacts of mechanobiological factors is unclear.

A strong body of literature has focused on three general approaches to understand mechanobiological contributions to neural development. Advanced light and force microscopy techniques have been used to observe and measure spatial and mechanical changes associated with the formation of the primitive streak and embryonic body axes and with neural tube closure in a variety of model organisms. This work revealed inhomogeneous strains and tensions arising throughout these processes [12, 13] Gross mechanical perturbations to embryos were also applied to live embryos and shown to alter gene expression patterns directly [14, 15]. This work has strongly suggested the role of shape and force in potentially regulating cell proliferation and differentiation and tissue patterning. Microcontact printing of extracellular matrix proteins and synthesis of hydrogels with defined rheological properties have therefore been leveraged to directly test the functional outcome of regulating cell and tissue shape and stiffness on proliferation and differentiation, largely in two-dimensional contexts. Interesting relationships have been identified in which softer environments and concave regions of lower cell–cell tensional forces within multicellular structures seem to support differentiation towards lineages of softer tissues like neurons [15–20]. Finally, genetic and pharmacological perturbations have implicated a variety of signaling pathways and molecular components transducing mechanical perturbations in neural systems, including integrins and GPCRs, focal adhesion proteins such as talin and vinculin, the RhoA/ROCK signaling axis, and Wnt/β-catenin and YAP/TAZ pathways. This work sets a strong foundation and identifies a key knowledge gap to fill. In particular, within a three-dimensional human context, how do shape perturbations affect organoid and neurodevelopment? While most work with hCOs to date has focused on the effects of soluble factors, the three-dimensional nature of hCOs provides a unique opportunity to explore the role of spatial and mechanical cues. Establishing links between mechanical cues and development will be an important step forward with regard to in vitro recapitulation of in vivo events, understanding how shape affects developmental changes, and improving organoid models [21].

Given the significant influence of spatial cues in directing human fetal development and hPSC differentiation, and prior work connecting embryoid body size with downstream spheroid and organoid development [22], we hypothesized that shape may also influence hCO development and brain region specification and that these changes would be reflected in differential gene expression patterns. To test this, we engineered agarose microwells with distinct shapes but equivalent volumes and seeded embryoid bodies (EB) within them. The EBs conformed to these shapes in the first few days of culture, and we proceeded to expose them to a whole brain hCO protocol that is highly permissive of natural patterning due to minimal addition of exogenous growth factors [23]. We analyzed the transcriptomic changes in hCOs at different differentiation stages in both conventional 96-well plates and the agarose microwells by RNAseq to investigate the potential impacts of microwell culture and initial EB shape on neuronal differentiation or regional specifications. Intriguingly, shapes that conferred additional mechanical strain elevated general neuronal differentiation as well as forebrain and midbrain gene expression patterns. This effect was not immediately apparent in the first week but became clear as the hCOs matured for 3 weeks in culture. Transcriptomic analysis indicates this effect was mediated through integrin and Wnt signaling. This work demonstrates that shape, while holding total cell number constant, regulates neural microtissue differentiation and could be an important regulatory handle for hCO engineering and downstream mechanistic mechanobiology studies on human neurodevelopment.

## Results

### Development and optimization of shape controlled hCOs in agarose microwells

The first step in the majority of current hCO protocols is the generation of embryoid bodies (EBs) and neuroectoderm from human pluripotent stem cells (hPSCs) [3, 24, 25]. Previous studies show that EBs are capable of developmental specification similar to that of the pre-gastrulation embryo and that the microenvironment and rigorous control of EB size strongly influence cell lineage-commitment [26–32]. In most hCO protocols, EB generation is carried out in low-attachment U- or V-bottom 96-well plates [23, 33] to form spherical aggregates of different sizes depending on the number of seeded cells.

While tissue geometry has previously been proposed as a potential factor regulating lineage commitment [16, 17, 31, 34], focus has been primarily on controlling EB size rather than shape especially in undirected differentiation protocols [27–32]. However, distinct shape changes occur during natural developmental processes. The primitive streak arising a couple weeks into development exhibits indentations and invaginations with thinning and thickening of different tissue layers, while the developing embryo rolls and curls during neural tube formation and closure. Here, we adapted a microengineering approach to fabricate distinctly shaped agarose microwells that mimic these changes. For example, invaginations and thinning/thickening were captured by peanut and butterfly shapes and curling was captured by “C”s [35] (Fig. 1a–d) (Additional file 1: Fig. S1A, B). PDMS devices did not perform well with cells and hCOs attaching to the device surfaces (Additional file 1: Fig. S1C). We aimed to capture the first 5 days of EB generation after cell seeding in microwells, during which media conditions allow all germ layers to form spontaneously [6, 31]. Several design parameters such as volume and shape geometry were optimized for formation of a single EB in each microwell similar to those that were generated in U-bottom 96-well plates (Fig. 1b–d).

**Fig. 1:**
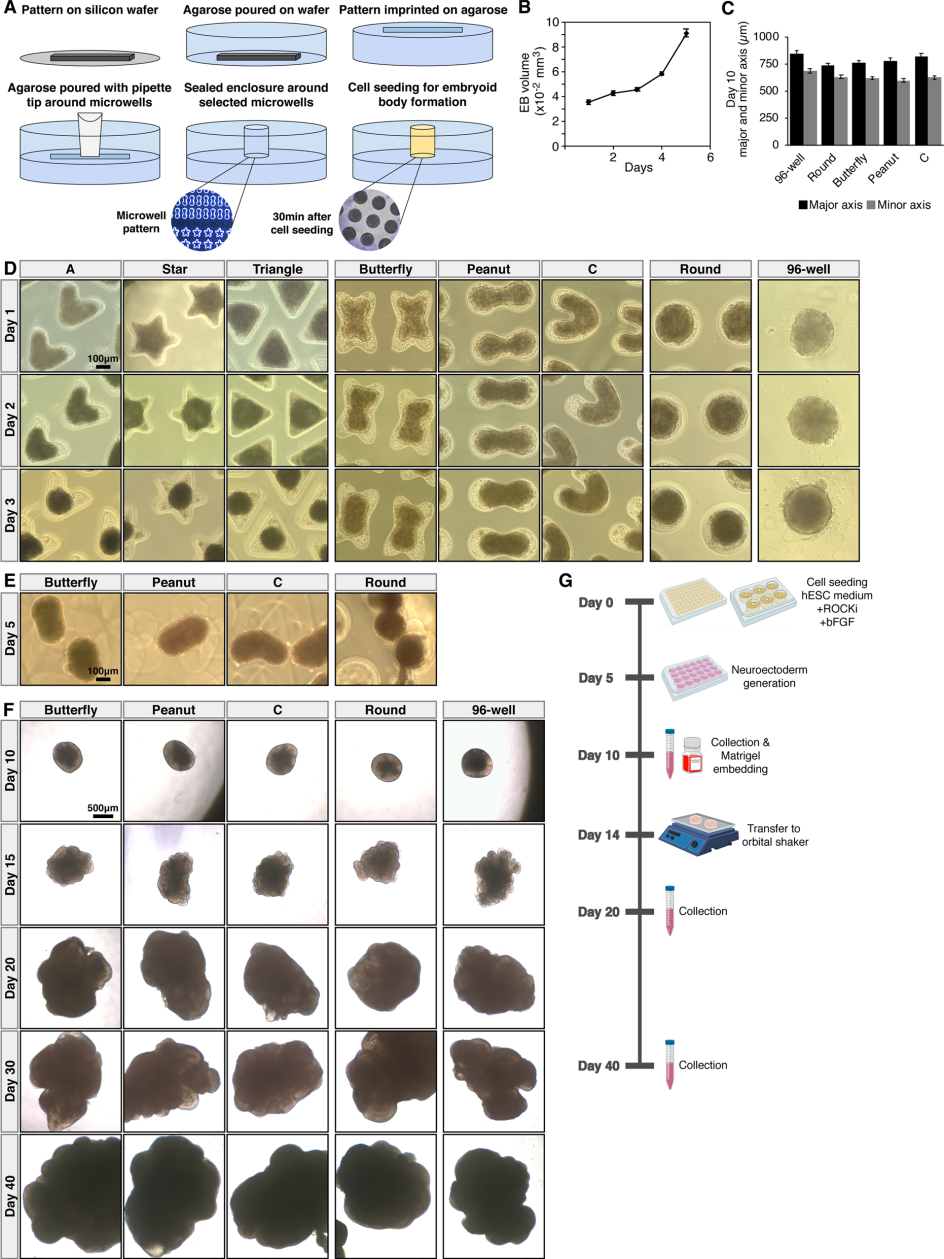
Engineering and optimization of early hCO shape-confinement in agarose microwells. **a** Schematic description of the agarose microwell fabrication (see also Methods for details). **b** Volume change of EBs seeded in a commercial 96-well plate. n = 20 EBs per time point. Error bars = 95% confidence intervals. **c** Size comparison of day 10 hCOs. n = 50 hCOs per shape. Error bars = 95% confidence intervals. **d** Development of EBs in distinctly shaped agarose microwells and 96-wells. **e** Images showing the shape retention of EBs. **f** Later developmental points of hCOs that were derived from EBs in microwells and 96-well plates. **g** Schematic of the experimental timeline

To minimize any size-related effects and ensure the resulting EBs in microwells were comparable in size to the EBs generated in 96-wells, we first calculated the volume changes over 5 days for EBs generated in 96-well plates (Fig. 1b). Then we adjusted the microwell design parameters and initial cell seeding density to achieve uniform EB sizes across all conditions (see also methods for details) (Fig. 1c). Next, we tested the efficiency of forming EBs in the different geometries. In addition to capturing increasing numbers of deformation points with peanuts and butterfly shapes and curling with C shapes, we also created shapes with increasing numbers of peripheral protrusions or corners such as the triangle, “A”, and star to assess the ability of EBs to conform to and fill in these more angular shapes. While EBs successfully formed in almost all tested shapes after 24-h, upon extended culture (3–4 days) we observed an effect where the EBs transiently shrunk in size, likely due to cell–cell adhesion, surface tension, and packing. The result was that in wells with peripheral protrusions or angular corners, the center of the shape provided more than enough room that the EB could exist as a fully round cell cluster without filling or touching the peripheral protrusions and hence did not ‘feel’ the well geometry (A, star and triangle). We therefore did not further pursue these geometries. In contrast, EBs in butterfly, peanut, C, and round microwells adopted the general shape of the microwell for 4 days and even 24-h after removal from the wells (Fig. 1d–e).

After 5 days, EBs were transferred from the microwell devices to low-attachment 24-well plates containing media driving neuroectoderm specification and hCO differentiation [23] (Fig. 1f-g). Comparisons of major/minor axis ratios showed no significant differences in shape by day 10 of differentiation and all hCOs had adopted a similar spherical shape (Fig. 1f) (Additional file 1: Fig. S1D). In addition, all tissues showed smooth edges with bright optically translucent peripheries consistent with healthy neuroectoderm formation. There was also evidence of optically clear neuroepithelial bud outgrowth after Matrigel embedding (Fig. 1f). These results indicated that hCOs initially seeded in shaped microwells (referred to as ‘microwell hCOs’ from here on) showed similar gross morphologies to hCOs developed in 96-well plates (referred as ‘96-well hCOs’ from here on), and they successfully met these developmental milestones of the whole brain hCO protocol followed in this study [23].

### Microwell and 96-well hCOs show similar general developmental capacities

Gross morphological and size characteristics indicated that microwell culture were not likely having adverse effects on the ability of hCOs to form and differentiate towards neural lineages. 

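RNA was sequenced from human cerebral organoids (hCOs) at days 10, 20 and 40 of culture. They were made from H9, an established human embryonic stem cell line, and had begun as embryoid bodies in low-attachment 96-well plates or in agarose microwells of round, butterfly, peanut or C outline. Each of the 15 groups of condition and day had 3 replicates, each a pool of hCOs, which gives 45 libraries. The authors mapped the reads to GRCh38 with CLC Genomics Workbench and deposited, for each library, the read counts and RPKM of 21452 genes, 19937 of them protein coding. Total gene reads, which include reads in introns, ran from 21369938 to 22791709 per library (median 22047838). Days were compared within each condition on these counts, with edgeR's quasi-likelihood test after TMM normalization and a filter on genes with low counts. A gene was called differentially expressed at a Benjamini-Hochberg FDR below 0.05 with an absolute log2 fold change of at least 1.5, the thresholds the study states. For lists of marker genes, a member was counted as higher or lower at an FDR below 0.05 whatever its fold change. Such counts are to be read beside the share of all genes tested that passes the same FDR. Levels are CPM, counts scaled to the size of each library, given as mean ± SD of n = 3 libraries unless another n is given, and every log2 fold change is the first group named minus the second. Gene positions are those of the deposited tables, on GRCh38.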

To further confirm this, we characterized the global transcriptomic changes associated with time in culture in all samples using RNAseq analysis (Fig. 2). Principal component analysis (PCA) of samples from three time points (day 10, 20 and 40) identified notable transcriptional remodeling associated with differentiation with the greatest changes observed from day 10 to 40, and day 20 appearing as an expected transitional state (Fig. 2a, b) (Additional file1: Fig. S2A-B). Thus, for the remainder of our analysis we focused on the developmental changes between day 10 and day 40.

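In 96-well hCOs, 2738 genes were higher and 1154 lower at day 40 than at day 10, against 1579 and 174 from day 10 to 20 and 924 and 846 from day 20 to 40. In the microwell hCOs, the genes that differed between days 10 and 40 numbered from 3197 in butterfly to 4011 in round microwells. At the minimum of 10 RPKM in the highest group mean that the study sets for its pathways, the balance from day 10 to 40 turned, to 322 higher and 501 lower in 96-well hCOs and to more genes lower than higher in each microwell shape. *TTR* (ENSG00000118271, chromosome 18 from 31557009 to 31598833), which encodes transthyretin and is abundant in choroid plexus, had the largest rise in 96-well hCOs, from 0.130 ± 0.183 to 3762 ± 1621 CPM. *FGG* (ENSG00000171557, chromosome 4 from 154604134 to 154612967), a fibrinogen gene of liver and endoderm, had no reads in any 96-well library of day 10 and 109.5 ± 80.8 CPM at day 40. *DPPA3* (ENSG00000187569, chromosome 12 from 7711433 to 7717559), a marker of pluripotent cells, had the largest fall, from 74.2 ± 8.79 to 0.0838 ± 0.111 CPM. In the principal components of all 45 libraries, the first held 48.3% of the variance and the second 12.2%, and the day of culture accounted for 94.7% of the variance along the first. Mean positions on the first component ran from -127.80 ± 2.45 (96-well) to -81.92 ± 21.07 (butterfly) at day 10 and from 88.43 ± 2.41 (96-well) to 123.83 ± 10.58 (peanut) at day 40 (SD, n = 3). Every day 20 library lay between those of the other days, with means from -34.67 ± 1.63 in butterfly to 35.53 ± 15.00 in round microwells.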

**Fig. 2:**
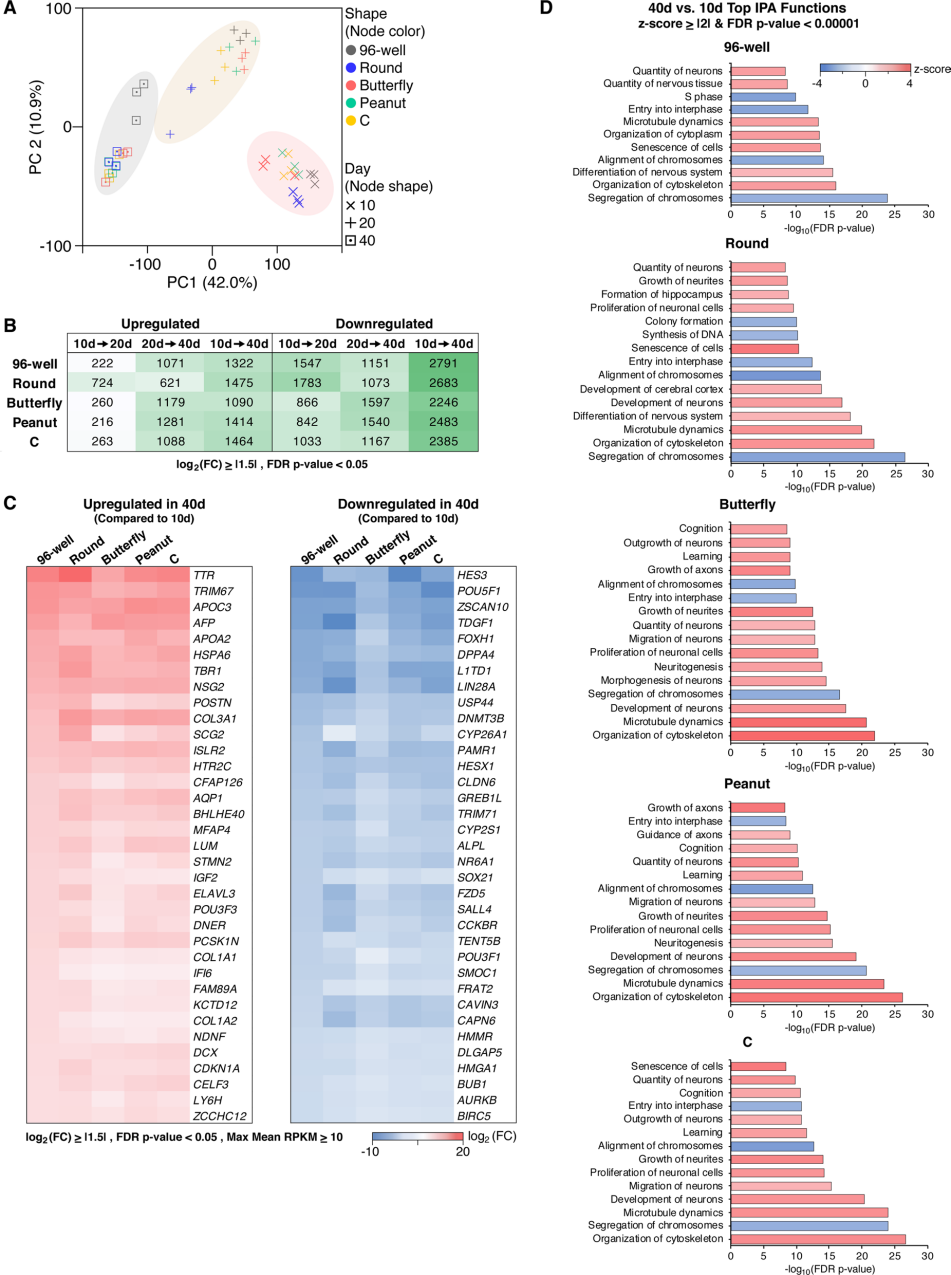
Microwell and 96-well hCOs show similar general developmental capacities. **a**–**d** n = 3 biological replicates for each condition with 4–10 hCOs comprising each replicate. **a** PCA of gene expression during hCO differentiation at days 10, 20 and 40. **b** The number of differentially expressed genes during hCO differentiation with false discovery rate (FDR) p-value < 0.05 and log_2_ (fold change) (FC) ≥|1.5|. **c** The top 35 differentially expressed genes between days 10 and 40 with FDR *p*-value < 0.05, log_2_(FC) ≥|1.5| and maximum mean reads per kilobase of transcript per million mapped reads (max mean RPKM) ≥ 10. **d** Top biological functions between days 40 and 10 with z-score ≥|2| and FDR *p*-value < 0.00001 identified through IPA analysis. Differentially expressed genes with FDR *p*-value < 0.05, log_2_ (FC) ≥|1.5| and max mean RPKM ≥ 10 were used in this analysis. 809 (96-well), 877 (Round), 621 (Butterfly), 807 (Peanut) and 788 (**c**) genes met this criteria

We focused on the top differentially expressed genes in 96-well hCOs and determined the changes for the same list of genes in microwell hCOs (Fig. 2c). This analysis revealed that in all samples as time in culture increased (day 40 versus 10) pluripotency associated genes (e.g., *HES3, POU5F1, ZSCAN10, TDGF1, DPPA3, L1TD1, LIN28A, USP44, DNMT3B, HESX1*) were downregulated, and neurodevelopment associated genes (e.g., *TTR, TRIM67, TBR1, NSG2, SCG2, ISLR2, HTR2C, AQP1, STMN2, ELAVL3*) were upregulated (Fig. 2c).

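*POU5F1* (ENSG00000204531, chromosome 6 from 31164337 to 31180731), a core transcription factor of pluripotency, fell in 96-well hCOs from 710.1 ± 50.5 CPM at day 10 to 1.30 ± 0.982 at day 40. *POU5F1* had a log2 fold change of -9.10 (standard error 0.36, adjusted p = 5.55e-09 from edgeR). *LIN28A* (ENSG00000131914, chromosome 1 from 26410817 to 26429728), an RNA-binding protein of stem cells, had a log2 fold change of -7.13 (standard error 0.15). *DNMT3B* (ENSG00000088305, chromosome 20 from 32762385 to 32809356), a DNA methyltransferase, had one of -5.50 (standard error 0.10). *STMN2* (ENSG00000104435, chromosome 8 from 79611117 to 79666158) is a microtubule regulator of growing axons. *STMN2* rose from 8.97 ± 0.753 to 229.9 ± 44.8 CPM, and *TBR1* (ENSG00000136535, chromosome 2 from 161416297 to 161425870), a transcription factor of deep-layer cortical neurons, from 0.116 ± 0.0758 to 61.2 ± 9.55 CPM. Each of the 10 pluripotency genes named was lower and each of the 10 neurodevelopment genes higher at day 40 in all 5 conditions, at an FDR below 0.05 from edgeR. The log2 fold change of *POU5F1* was -8.77 in round, -5.91 in butterfly, -7.85 in peanut and -9.32 in C microwells (standard errors 1.18, 0.53, 0.47 and 0.44). That of *STMN2* was 5.27 in round and 4.30 in C microwells, and 2.07 (standard error 0.34, adjusted p = 0.000339 from edgeR) in butterfly microwells, where it was already at 152 ± 92.6 CPM at day 10. In peanut microwells it was 3.34 (standard error 0.79, adjusted p = 0.00328 from edgeR), and 5.40 without peanut day 10 replicate 1. *HESX1*, a homeobox gene of the anterior neural plate, had a log2 fold change of -3.69 (standard error 0.91, adjusted p = 0.00444 from edgeR) in butterfly microwells, and of -2.13 without butterfly day 10 replicate 3.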

This developmental trend was also supported by Ingenuity Pathway Analysis (IPA) where all microwells and 96-well hCOs largely shared the same top IPA functions. While the primary functions predicted to be inhibited (z-score ≤ -2) were related to cell division (e.g., entry into interphase, alignment of chromosomes, synthesis of DNA), the functions predicted to be activated (z-score ≥ 2) were associated with neurodevelopment and cellular senescence (e.g., quantity of neurons, differentiation of nervous system, senescence) (Fig. 2d) (Additional file 1: Fig. S2C). Collectively, this analysis confirms that in addition to gross morphological similarities, transcriptional dynamics and overall differentiation programs during 96-well hCO development were conserved in microwell hCOs.

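Genes of cell division were lower and genes of neurons and synapses higher at day 40 than at day 10 in all 5 conditions. Of 36 listed genes of cell division, 35 were lower and none higher in each condition. Among them was *HMMR* (ENSG00000072571, chromosome 5 from 163460203 to 163491941), a spindle protein, with a log2 fold change of -3.34 (standard error 0.13, adjusted p = 4.73e-09 from edgeR) in 96-well hCOs. *BIRC5* (ENSG00000089685, chromosome 17 from 78214186 to 78225636), which encodes survivin, had one of -3.25 (standard error 0.09, adjusted p = 9.78e-10 from edgeR). Of 20 neuronal genes, 19 were higher in 96-well, 19 in round, 18 in butterfly, 20 in peanut and 20 in C microwell hCOs. *NSG2* (ENSG00000170091, chromosome 5 from 174045706 to 174243501), a neuronal endosomal protein, reached 57.1 ± 14.3 CPM in 96-well and 393 ± 90.7 CPM in butterfly hCOs at day 40, from 0.253 and 0.814 CPM. Of 16 synaptic genes, 12 were higher and 2 lower in 96-well hCOs, and all 16 were higher in butterfly and peanut microwells. Of 13 genes of p53 signalling and senescence, 9 were higher and 2 lower in 96-well hCOs, and 10 or 11 were higher in each microwell shape. Of all 16564 genes tested in 96-well hCOs, 6771 were higher and 6164 lower at the same FDR. The cell cycle inhibitor *CDKN1A* (ENSG00000124762, chromosome 6 from 36676460 to 36687337) rose from 22.2 ± 1.34 to 292 ± 56.1 CPM in 96-well hCOs and from 14.8 ± 0.647 to 539 ± 113 CPM in round microwells. *CDKN2B*, another such inhibitor, had a log2 fold change of 6.16 (standard error 0.31, adjusted p = 2.49e-08 from edgeR) in 96-well hCOs. Adjusted over the list alone, none of these counts changed in these lists and conditions.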

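All 22 listed pluripotency genes fell from day 10 to day 40 in each of the 5 conditions, and 17 neuronal and 35 cell division genes moved the same way in all 5. Leaving out the genes of the marker panel of Fig. 4b, 18 of 18 pluripotency genes were lower and 16 of 17 neuronal genes higher in 96-well hCOs. Of 18 tested mesenchymal genes, all 18 were higher at day 40 in 96-well hCOs and 13 (of 17, peanut) to 17 (round) in the microwell shapes. Of 23 genes of endoderm and liver, 19 were higher at day 40 in all 5 conditions, with *AFP* (ENSG00000081051, chromosome 4 from 73431138 to 73456174), the fetal liver protein alpha-fetoprotein, at 1625 ± 1391 CPM in 96-well hCOs of day 40 and 0.742 CPM at day 10. Most epithelial genes fell, with 11 of 15 lower in 96-well hCOs, 10 of 14 in round microwells and 14 of 15 in butterfly, peanut and C microwells. Of 14 genes of the roof plate and cortical hem, 13 were higher at day 40 in 96-well hCOs and in round microwells, and in butterfly microwells 1 was higher and 2 were lower. Of 12 sensory neuron genes, 10 were higher in 96-well and round microwell hCOs, while 3 were higher and 6 lower in butterfly microwells. Whether the conditions differ in these changes was not tested. From the shared direction of the pluripotency and neurodevelopment genes and the shared top functions of its pathway analysis, the paper concludes that the differentiation programs of 96-well hCOs were conserved in microwell hCOs.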

### Early microwell culture affects subsequent hCO neurodevelopment

While the microwell conditions were similarly supportive of overall hCO development as the 96-well conditions were, there were transcriptomic differences apparent even in the initial PCA analysis (Fig. 2a). To identify potential changes associated with the microwell cultures in general, the transcriptomes of microwell hCOs were compared to 96-well hCOs at each time point. Resulting PCA analysis revealed clear transcriptomic differences between the microwell and 96-well environments (Fig. 3a). 

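The 15 libraries of each day were taken on their own, 3 from 96-well plates and 12 from microwells, and principal components were computed on log2 CPM scaled gene by gene. Within a day, total gene reads per library had medians of 22653316, 21799727 and 21842001 at days 10, 20 and 40. The first component held 32.9% of the variance at day 10, 46.5% at day 20 and 36.0% at day 40. The sign of a component is arbitrary, and only distances between groups are compared. At day 10, 96-well hCOs had a mean position of -100.33 ± 13.12 on the first component (SD, n = 3), round microwells -5.19 ± 20.93 and butterfly microwells 93.75 ± 73.95, a spread between replicates nearly as large as the group's distance from the round shape. At day 20 the widest gap was between the 96-well group at -80.59 ± 16.24 and the round microwells at 145.43 ± 46.31, with butterfly at -42.41 and peanut at -44.74 much nearer the 96-well group. At day 40, 96-well hCOs lay at -119.41 ± 9.26, round microwells at -24.65 ± 27.46, and the butterfly, peanut and C shapes at 57.50, 55.61 and 30.95.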

To capture the overall differences, we analyzed the differentially expressed genes between all microwell (regardless of the specific geometry) and 96-well hCOs. 

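For the pooled comparison, the 12 microwell libraries of a day formed one group and the 3 of the 96-well plates the other, in one fit per day with edgeR. The 12 are 3 of each of 4 shapes and not 12 independent replicates of one condition. Their SD and the adjusted p-values therefore mix differences between shapes with the spread between replicates. With another group set against the other 4 in the same way, butterfly called 293 genes at day 10 and round 1053 at day 20. Libraries are scaled within each fit, so the CPM of a library differs slightly between fits. Microwell hCOs had 72 genes higher and 78 lower at day 10, 61 and 85 at day 20, and 263 and 214 at day 40. At day 10, *COL5A2* (ENSG00000204262, chromosome 2 from 189031898 to 189225312), a fibrillar collagen, was at 72.2 ± 32.7 CPM in microwell (SD, n = 12) and 20.9 ± 4.27 CPM in 96-well hCOs. *GRPR* (ENSG00000126010, chromosome X from 16123565 to 16153518), a receptor for gastrin-releasing peptide, was at 4.95 ± 1.56 and 17.9 ± 2.84 CPM. At day 20, *G0S2* (ENSG00000123689, chromosome 1 from 209675412 to 209676390), a regulator of lipid breakdown, had a log2 fold change of -2.83 (standard error 0.37, adjusted p = 0.00174 from edgeR). *NPNT* (ENSG00000168743, chromosome 4 from 105894775 to 106004027), a matrix protein of epithelia, had one of -2.71 (standard error 0.47, adjusted p = 0.00646 from edgeR). At day 40, *CAMKV* (ENSG00000164076, chromosome 3 from 49857988 to 49869935), a kinase-like protein of synaptic vesicles, was at 70.7 ± 25.3 CPM in microwell and 9.96 ± 2.21 CPM in 96-well hCOs. *FGF19* (ENSG00000162344, chromosome 11 from 69698238 to 69704022), a growth factor expressed in the embryonic eye and brain, was at 2.04 ± 1.06 and 25.4 ± 7.52 CPM. The balance of directions moves with the libraries used, with 26 higher and 55 lower at day 10 without 96-well replicate 1, and 250 and 58 without the round libraries, a fit added after the data were seen. At day 40 there were 304 and 417 without 96-well replicate 1 and 230 and 72 without replicate 3, and at day 20 the total of 146 fell to 34 to 45 without one 96-well library.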

Notably, although the differences were apparent at all time points, they were particularly clear at day 40 (Fig. 3b).

**Fig. 3:**
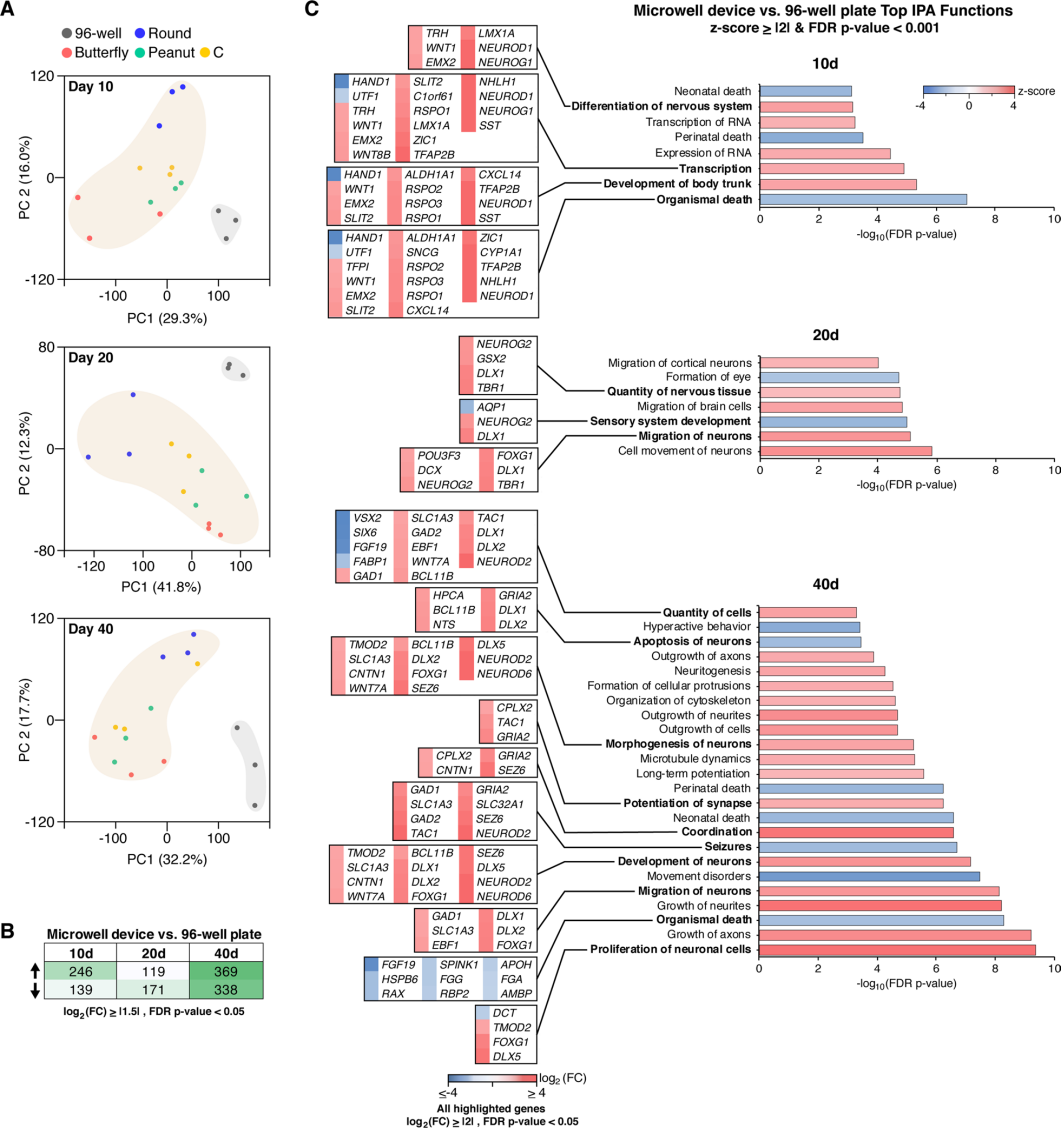
Early microwell culture affects subsequent hCO neurodevelopment. **a** PCA of gene expression at individual time points. n = 3 biological replicates for each condition with 4–8 hCOs in each replicate. **b**, **c** n = 12 biological replicates for microwell device (all shapes) with 4–8 hCOs in each replicate, n = 3 for 96-well plate with 4–8 hCOs in each. **b** The number of differentially expressed (up arrow) upregulated and (down arrow) downregulated genes between microwell device and 96-well plate with FDR *p*-value < 0.05 and log_2_(FC) ≥|1.5|. **c** Top biological functions between microwell device and 96-well plate with z-score ≥|2| and FDR *p*-value < 0.001 identified through IPA analysis. Differentially expressed genes with FDR *p*-value < 0.05 and log_2_ (FC) ≥|2| associated with each function are highlighted. Differentially expressed genes with FDR *p*-value < 0.05, log_2_ (FC) ≥|1.5| and max mean RPKM ≥ 5 were used in this analysis. 51 (day 10), 56 (day 20) and 166 (day 40) genes met this criteria

Based on the differentially expressed genes, IPA results predicted an activation (z-score ≥ 2) of functions related to nervous system development (e.g., quantity of nervous tissue, morphogenesis of neurons, migration of neurons) (Figs. 3c) (Additional file 1: Fig. S3) in microwell hCOs at all three time points. 

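Most listed genes of neurons, synapses and neural progenitors were higher in microwell hCOs at day 40, and fewer at days 10 and 20. Of all genes tested, 1688 of 15748 at day 10, 850 of 16550 at day 20 and 3144 of 16958 at day 40 were higher at the same FDR. Lower were 2110, 813 and 2804. Of 20 listed neuronal genes, 5 were higher and none lower at day 10, 10 and none at day 20, and 19 and none at day 40 (5, 17 and 19 higher when adjusted over the list alone), and the others did not pass the test. *DCX* (ENSG00000077279, chromosome X from 111293779 to 111412429), a microtubule protein of migrating neurons, had a log2 fold change of 1.21 (standard error 0.33) at day 10 and 2.20 (standard error 0.51) at day 20. Both calls were lost whichever 96-well library was left out. *NSG2* was at 334 ± 119 CPM in microwell hCOs of day 40 (SD, n = 12) and 62.9 ± 16.1 CPM in 96-well hCOs (n = 3). *NSG2* had a log2 fold change of 2.41 (standard error 0.37, adjusted p = 0.000244 from edgeR). *MAPT* (ENSG00000186868, chromosome 17 from 45894551 to 46028334), the microtubule protein tau, was at 267 ± 80.6 and 78.4 ± 19.5 CPM. Of 16 synaptic genes, 3 were higher and 1 lower at day 10, 5 and none at day 20 (9 and 2 adjusted over the list alone), and all 16 were higher at day 40. *GRIA2* (ENSG00000120251, chromosome 4 from 157204182 to 157366075), an AMPA receptor subunit, had a log2 fold change of 3.00 (standard error 0.54, adjusted p = 0.000696 from edgeR) at day 40. *SEZ6* (ENSG00000063015, chromosome 17 from 28954901 to 29006440), a synaptic membrane protein, had one of 2.35 (standard error 0.21, adjusted p = 1.09e-05 from edgeR). Of 21 neural progenitor genes, 1 was higher and 1 lower at day 10, 9 were higher and 1 lower at day 20. They numbered 12 and 1 when adjusted over the list alone. At day 40, 12 were higher and 1 lower, and *SLC1A3* (ENSG00000079215, chromosome 5 from 36606355 to 36688334), a glutamate transporter of radial glia, was at 114 ± 38.4 and 30.4 ± 7.09 CPM. Some members of these lists are in the study's marker panel of Fig. 4b, and of the members outside it 16 of 17 neuronal, 16 of 16 synaptic and 7 of 15 progenitor genes were higher at day 40.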

Common inhibited (z-score ≤ -2) functions were associated to organismal death (Fig. 3c) (Additional file 1: Fig. S3). Functions related to sensory system development were also inhibited at days 20 and 40. 

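Genes of the retina and eye were lower in microwell hCOs mainly at day 40. Of 16 listed genes, none was higher or lower at day 20 by edgeR, with 1 higher and 8 lower at an unadjusted p under 0.05 and 1 and 3 by DESeq2 (1 and 5 by edgeR when adjusted over the list alone). At day 40, 9 were lower, 1 was higher and 6 did not pass the test, with the same counts when adjusted over the list alone (5 lower of 12 outside the study's panel). *RAX* (ENSG00000134438, chromosome 18 from 59267035 to 59274086) is a transcription factor of the eye field. *RAX* was at 8.38 ± 4.06 CPM in microwell hCOs of day 40 (SD, n = 12) and 53.1 ± 21.8 CPM in 96-well hCOs (n = 3). *HMX1* (ENSG00000215612, chromosome 4 from 8846076 to 8871839), a homeobox gene of eye and ear, was at 5.42 ± 2.74 and 29.8 ± 7.46 CPM. Of 12 genes of sensory neurons, 1 was higher and 1 lower at day 20. At day 40 none was higher, 2 were lower and 10 did not pass the test (1 lower adjusted over the list alone). *PRPH* (ENSG00000135406, chromosome 12 from 49293252 to 49298686), the intermediate filament peripherin, had a log2 fold change of -1.72 (standard error 0.30, adjusted p = 0.00646 from edgeR) at day 20. *RUNX3* (ENSG00000020633, chromosome 1 from 24899511 to 24965121) is a transcription factor of proprioceptive neurons. *RUNX3* had one of -1.05 (standard error 0.39, adjusted p = 0.0447 from edgeR) at day 40, lost without 96-well replicate 2 or 3 and in most other refits.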

Interestingly, while some functions associated with excitatory-inhibitory balance such as seizures were inhibited, others such as coordination were activated in day 40 microwell hCOs.

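At day 10, *HAND1* (ENSG00000113196, chromosome 5 from 154474972 to 154478227), a transcription factor of mesoderm and heart, was at 0.323 ± 0.261 CPM in microwell (SD, n = 12) and 10.8 ± 16.7 CPM in 96-well hCOs (n = 3). *HAND1* had a log2 fold change of -5.05 (standard error 0.73, adjusted p = 0.000550 from edgeR). Without 96-well replicate 3 it was -1.86 (adjusted p = 0.0793 from edgeR), so the call rests on that library. *UTF1* (ENSG00000171794, chromosome 10 from 133230217 to 133231558), a chromatin protein of stem cells, was at 11.4 ± 6.18 and 54.3 ± 5.20 CPM. *UTF1* had a log2 fold change of -2.25 (standard error 0.45, adjusted p = 0.00317 from edgeR). *SST* (ENSG00000157005, chromosome 3 from 187668912 to 187670394), the neuropeptide somatostatin, was at 20.5 ± 36.8 and 0.0447 ± 0.0774 CPM. *SST* had a log2 fold change of 8.63 (standard error 3.24, adjusted p = 0.0628 from edgeR), its SD in microwells being larger than its mean. The adjusted p from DESeq2 was 0.000213. *NEUROD1* (ENSG00000162992, chromosome 2 from 181673088 to 181680547) had a log2 fold change of 5.41 (standard error 2.03, adjusted p = 0.0630 from edgeR), *NEUROG1* (ENSG00000181965, chromosome 5 from 135534282 to 135535964) of 5.53 (standard error 2.08, adjusted p = 0.0632 from edgeR) and *NHLH1* (ENSG00000171786, chromosome 1 from 160367071 to 160372846) of 4.90 (standard error 1.81, adjusted p = 0.0586 from edgeR), and DESeq2 placed all 3 of these neurogenic transcription factors under an FDR of 0.05. *TFAP2B* (ENSG00000008196, chromosome 6 from 50818723 to 50847619) is a transcription factor of neural crest and dorsal progenitors. *TFAP2B* had a log2 fold change of 5.02 (standard error 1.62, adjusted p = 0.0345 from edgeR), which was lost whichever 96-well library was left out. At day 40, *SIX6* (ENSG00000184302, chromosome 14 from 60509146 to 60512850), a homeobox gene of the retina, was at 1.44 ± 1.39 CPM in microwell and 24.4 ± 6.02 CPM in 96-well hCOs. *SIX6* had a log2 fold change of -4.06 (standard error 0.65). The cortical neuron genes *NEUROD2* (ENSG00000171532, chromosome 17 from 39603536 to 39609777) and *NEUROD6* (ENSG00000164600, chromosome 7 from 31337465 to 31340726) had log2 fold changes of 3.88 (standard error 0.78) and 4.02 (standard error 0.75). *DLX1* (ENSG00000144355, chromosome 2 from 172084740 to 172089677), *DLX2* (ENSG00000115844, chromosome 2 from 172099438 to 172102900), *DLX5* (ENSG00000105880, chromosome 7 from 97020396 to 97024950) and *DLX6* (ENSG00000006377, chromosome 7 from 97005553 to 97011040), homeobox genes of the ganglionic eminences, had log2 fold changes of 3.04 (standard error 0.80), 3.04 (standard error 0.84), 3.51 (standard error 0.90) and 3.82 (standard error 1.00). *SLC32A1* (ENSG00000101438, chromosome 20 from 38724486 to 38729372), the vesicular GABA transporter, had one of 3.13 (standard error 0.76, adjusted p = 0.00521 from edgeR). Of these, only the call of *DLX2* was lost in refits, at an adjusted p of 0.0596 from edgeR without 96-well replicate 2 or replicate 3.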

Notable transcriptomic differences associated with these biological functions were; the stark downregulation of mesoderm (*HAND1*, > fivefold) [36] and pluripotency (*UTF1*, > twofold) [37] markers and the upregulation of dorsal medial ganglionic eminence (MGE) (*SST*, > 8 folds) [7, 9, 10] and intermediate progenitor markers (*NEUROD1, NEUROG1, NHLH1, TFAP2B,* all > 5 folds) [38, 39] at day 10, downregulation of retina associated genes (*VSX2*, *SIX6*, both > fourfold) [5] and upregulation of cortical (*NEUROD2, NEUROD6,* both > fourfold), forebrain (*FOXG1*, > threefold) and ganglionic eminence (GE) (*DLX1, DLX2, DLX5, DLX6, SLC32A1,* all > threefold) [7, 9, 10] markers at day 40 (Fig. 3c). These intriguing differential gene expression patterns and IPA results indicate that the initial EB growth environment and material selection (microwell versus 96-well) may instruct a lineage bias in subsequent neural tissue development.

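Beyond single genes, lists of regional markers moved in microwell hCOs of day 40. Of 15 genes of the medial ganglionic eminence and GABAergic neurons, 8 were higher, none was lower and 7 did not pass the test. Those higher numbered 9 when adjusted over the list alone. Of 13 genes of the lateral ganglionic eminence, 9 were higher and none lower, among them *TAC1* (ENSG00000006128, chromosome 7 from 97732084 to 97740472), the precursor of substance P, and *BCL11B* (ENSG00000127152, chromosome 14 from 99169287 to 99272197), a transcription factor of striatal and deep-layer neurons, with log2 fold changes of 2.31 (standard error 0.35) and 2.20 (standard error 0.41). Of 14 cortical genes, 8 were higher and 1 was lower. These lists contain genes of the study's own panel, and of the genes outside it 2 of 6, 4 of 8 and 3 of 6 were higher. Of 18 mesenchymal genes, 16 were lower and none higher (17 lower adjusted over the list alone), with *COL1A1* (ENSG00000108821, chromosome 17 from 50184101 to 50201632), a chain of type I collagen, at 278 ± 70.0 CPM in microwell (SD, n = 12) and 942 ± 317 CPM in 96-well hCOs (n = 3). The mesenchymal count was 10 without 96-well replicate 2 and 9 without replicate 3. Of 23 genes of endoderm and liver, 16 were lower and none higher (17 adjusted over the list alone). *FGG* had a log2 fold change of -2.43 (standard error 0.53, adjusted p = 0.00258 from edgeR), and of -1.70 (adjusted p = 0.0587) without 96-well replicate 3. At day 10, 16 of 22 pluripotency genes were lower (17 adjusted over the list alone, and 12 of 18 outside the panel). The count of 16 ran from 9 to 17 with 1 library left out. *DPPA3* was at 9.86 ± 5.93 and 68.7 ± 8.46 CPM. Of 11 genes of intermediate progenitors none was called at day 10 by edgeR, with 7 higher at an unadjusted p under 0.05 and 7 by DESeq2 (4 by edgeR adjusted over the list alone). From such differences and its pathway analysis, the paper proposes that the first environment and material of the embryoid body may instruct a lineage bias in later neural tissue.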

### Comparison of individual microwell geometries to 96-well hCOs reveal shape specific differences in gene expression

We then investigated how different microwell geometries contributed to the global transcriptomic differences observed in microwell and 96-well hCOs (Fig. 4) (Additional file 1: Fig. S4). 

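Each microwell shape was then compared with the 96-well plates on its own, 3 libraries against 3, in a fit with edgeR over the 15 libraries of the day and its 5 groups. At day 10, 9 genes were higher and 232 lower in round microwells, 516 and 355 in butterfly, 146 and 21 in peanut and 162 and 49 in C microwells. At day 20 the counts were 487 and 1124, 39 and 181, 19 and 61, and 107 and 66. At the FDR alone, which the list counts use, 1905 and 2057, 3506 and 3158, 885 and 1046, and 1303 and 1497 of 15748 genes passed at day 10. At day 20 these were 4741 and 5001, 797 and 887, 158 and 191, and 1718 and 1332 of 16550. *SYT4* (ENSG00000132872, chromosome 18 from 43267892 to 43277535) is a synaptotagmin of neurons. *SYT4* was at 37.8 ± 29.6 CPM in butterfly and 0.230 ± 0.114 CPM in 96-well hCOs of day 10, among the largest changes of that shape. In round microwells of day 20, *TRIM67* (ENSG00000119283, chromosome 1 from 231162112 to 231221556), a ubiquitin ligase of the nervous system, was at 106 ± 39.1 against 1.95 ± 0.133 CPM, a log2 fold change of 5.77 (standard error 0.53, adjusted p = 7.19e-06 from edgeR). *UTF1* had one of -5.69 (standard error 0.51, adjusted p = 7.08e-06 from edgeR). *DCN* (ENSG00000011465, chromosome 12 from 91140484 to 91183217) is the matrix proteoglycan decorin. *DCN* was at 2.38 ± 0.989 CPM in butterfly and 5.06 ± 3.33 CPM in peanut microwells of day 20, and 157 ± 57.1 CPM in 96-well hCOs. Single libraries carry much of the peanut counts, which were 167 at day 10 and 30 without peanut replicate 1, and 80 at day 20 and from 7 to 118 with 1 library left out. Other counts moved too. That of butterfly at day 20 was 220 and ran from 102 to 176 without one library. That of C was 211 at day 10 and ran from 111 to 238, and 173 at day 20 and ran from 84 to 199.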

Differential gene expression analyses between individual shapes and 96-well hCOs showed a varying trend of up and downregulated genes across the different geometries (Figs. 4a) (Additional file 1: Fig. S4A–C). This was particularly apparently at day 40 where round microwells showed an overall trend of downregulation, C microwells showed similar numbers of up and downregulated genes, and butterfly and peanut microwells were associated with upregulation of transcripts (Figs. 4a) (Additional file 1: Fig. S4C).

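At day 40, 125 genes were higher and 513 lower in round microwells than in 96-well hCOs, 369 and 168 in butterfly, 361 and 190 in peanut and 260 and 237 in C microwells. Without a minimum of RPKM, the share of higher genes was 19.6% in round, 68.7% in butterfly, 65.5% in peanut and 52.3% in C microwells, which turned to 318 higher and 435 lower without 96-well replicate 1. *MT1H* (ENSG00000205358, chromosome 16 from 56669814 to 56671129) is a metallothionein. *MT1H* was among the 5 largest falls in round microwells, at 0.147 ± 0.136 CPM against 4.22 ± 2.79 CPM in 96-well hCOs, with an adjusted p of 0.0132 from edgeR that passed 0.05 without 96-well replicate 3, round replicate 2 or round replicate 3. *PDYN* (ENSG00000101327, chromosome 20 from 1978757 to 1994285) is the precursor of the opioid peptide dynorphin and a product of striatal neurons. *PDYN* had the largest rise in butterfly microwells, from 0.295 ± 0.147 CPM in 96-well hCOs to 26.0 ± 10.5 CPM. *PDYN* had a log2 fold change of 6.44 (standard error 1.31, adjusted p = 0.00296 from edgeR). *ALB* (ENSG00000163631, chromosome 4 from 73397114 to 73421482) is the liver protein albumin. *ALB* was at 14.6 ± 11.5 CPM in peanut microwells and 99.4 ± 76.3 CPM in 96-well hCOs, a fall whose adjusted p from edgeR was 0.0208, and 0.0977 without 96-well replicate 3. The call was also lost without peanut replicate 1 or 2.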

**Fig. 4:**
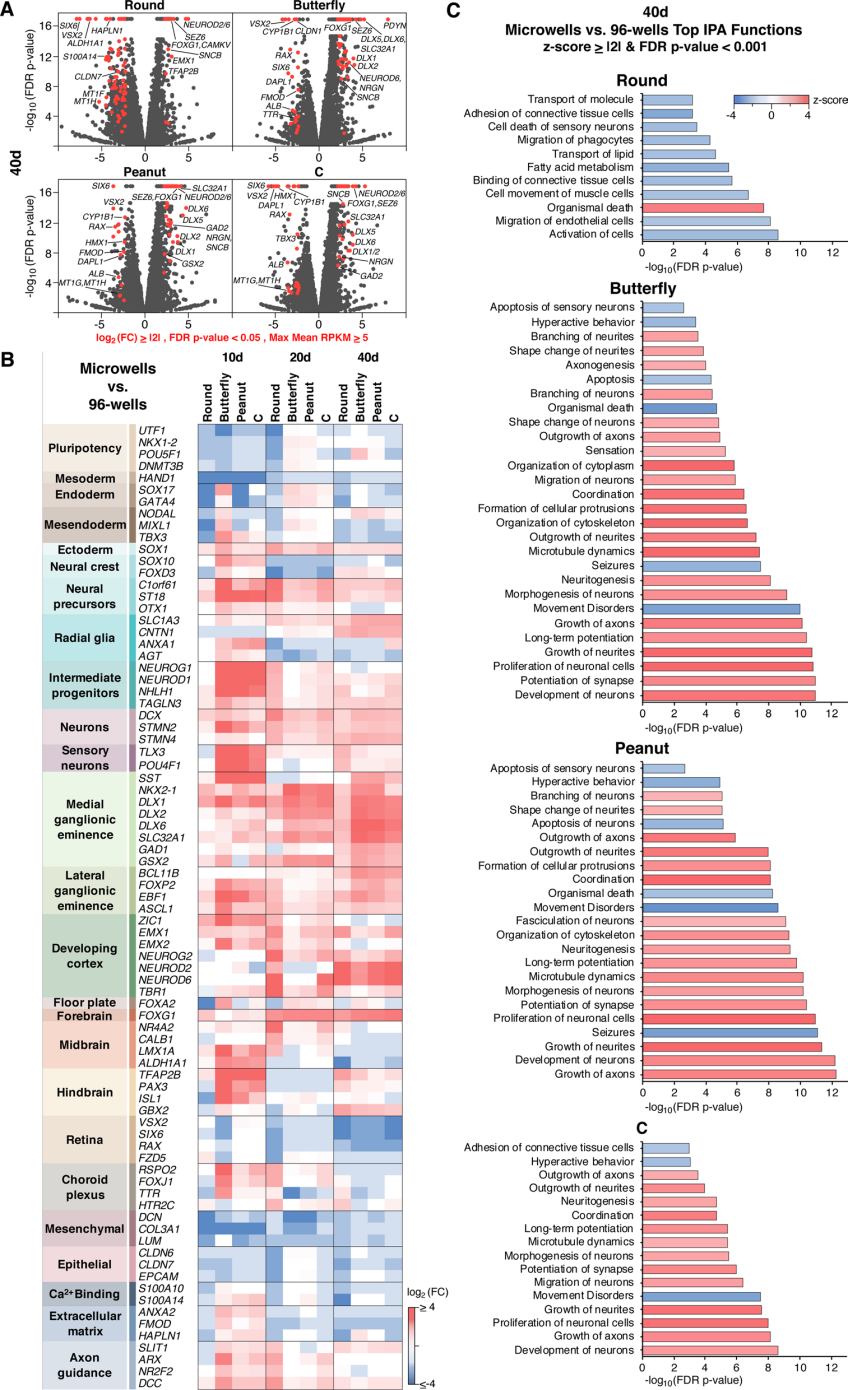
Comparison of individual microwell shapes to 96-well derived hCOs reveal shape specific differences in gene expression. **A**–**c** n = 3 biological replicates for each condition with 4–10 hCOs in each replicate. **a** Volcano plots of differentially expressed genes between individual microwell shapes and 96-wells at day 40. Red highlighted genes: FDR *p*-value < 0.05, log_2_ (FC) ≥|2| and max mean RPKM ≥ 5. **b** Differentially expressed marker genes between individual microwell shapes and 96-wells with FDR *p*-value < 0.05. **c** Top biological functions between individual microwell shapes and 96-wells at day 40 with z-score ≥|2| and FDR *p*-value < 0.001 identified through IPA analysis. Differentially expressed genes with FDR *p*-value < 0.05, log2 (FC) ≥|1.5| and max mean RPKM ≥ 5 were used in this analysis. 174 (Round), 223 (Butterfly), 222 (Peanut) and 184 (**c**) genes met this criteria

To gain a deeper understand of these differences, we constructed a panel of established cell type and brain region marker genes [4, 6, 7, 9, 10, 33, 39, 40] (Fig. 4b). This analysis revealed that early EB growth in microwells instructed an early differentiation bias where genes associated with pluripotency and mesoderm were significantly downregulated in all microwell shapes at day 10. This was also accompanied by an upregulation in ectoderm marker *SOX1*. 

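Pluripotency genes were lower in each shape at day 10. Of 22 listed genes, 14 in round, 21 in butterfly, 10 in peanut and 14 in C microwells were lower (14, 21, 17 and 17 adjusted over the list alone), 1 was higher in round and none in the others, and 10 were lower in all 4, among them *POU5F1*, *NANOG* (ENSG00000111704, chromosome 12 from 7787794 to 7799146) and *PRDM14* (ENSG00000147596, chromosome 8 from 70051651 to 70071693). Refits without 1 library took the count of 10 down to 0 and 3 without peanut replicates 1 and 3, and to 2, 3 and 4 without 96-well replicates 1, 2 and 3. The list includes genes of the study's panel, and of the 18 members outside it 10, 17, 7 and 10 were lower. *UTF1* had log2 fold changes of -2.47 in round, -3.62 in butterfly, -1.67 in peanut and -1.93 in C microwells (standard errors 0.46, 0.50, 0.44 and 0.44, adjusted p = 0.00210, 0.000206, 0.0286 and 0.0122 from edgeR), and the peanut call was lost in 5 of its 6 refits without a library. Of 16 genes of mesoderm and mesendoderm, 9 in round, 3 in butterfly, 2 in peanut and 3 in C microwells were lower. They numbered 10, 3, 5 and 3 when adjusted over the list alone. 6 were higher in butterfly microwells, such as *TBX3* (ENSG00000135111, chromosome 12 from 114670255 to 114684175) with a log2 fold change of 2.73 (standard error 0.95, adjusted p = 0.0331 from edgeR) that was lost without 96-well replicate 1 or 2 or butterfly replicate 1. The genes lower in all 4 shapes were *HAND1* and *KDR* (ENSG00000128052, chromosome 4 from 55078481 to 55125595), a VEGF receptor of endothelium and early mesoderm. *HAND1* had log2 fold changes of -6.64 in round, -4.17 in butterfly, -5.51 in peanut and -4.90 in C microwells (standard errors 1.40, 1.11, 1.25 and 1.18). Without 96-well replicate 3, which held most of its reads, these were -3.45, -0.98, -2.32 and -1.71, and only round microwells kept an FDR below 0.05. *KDR* was at 24.5 ± 4.74, 27.4 ± 6.45, 33.1 ± 4.36 and 33.6 ± 11.0 CPM, and at 55.4 ± 4.72 CPM in 96-well hCOs. Its calls in peanut and C microwells were lost whichever 96-well library was left out, and in several refits without a microwell library.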

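*SOX1* (ENSG00000182968, chromosome 13 from 112067149 to 112071706) is a transcription factor of the early neural plate. *SOX1* was at 23.0 ± 7.27 CPM in 96-well hCOs of day 10 and at 97.2 ± 44.5 CPM in butterfly microwells. *SOX1* had a log2 fold change of 2.08 (standard error 0.48, adjusted p = 0.00381 from edgeR). In round, peanut and C microwells it was at 37.5 ± 6.15, 36.7 ± 15.6 and 40.0 ± 23.5 CPM, log2 fold changes of 0.70, 0.67 and 0.80 (standard errors 0.48, 0.48 and 0.47, adjusted p = 0.298, 0.357 and 0.249 from edgeR). The difference in round microwells passed in a fit of those 2 groups alone (adjusted p = 0.0193 from edgeR). Of 21 genes of neural progenitors at day 10, 6 in round, 11 in butterfly, 0 in peanut and 2 in C microwells were higher and 1, 3, 0 and 0 lower. Those higher numbered 7, 12, 0 and 2 when adjusted over the list alone. The largest change among them was that of *C1orf61* (ENSG00000125462, chromosome 1 from 156404250 to 156456763), a gene of the embryonic brain, at 127 ± 67.7 CPM in butterfly and 8.77 ± 3.60 CPM in 96-well hCOs.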

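At day 20, genes of the neural crest were lower. Of 14 listed, 10 in round, 7 in butterfly, 3 in peanut and 9 in C microwells were lower and none was higher. They numbered 10, 10, 10 and 10 when adjusted over the list alone. Among the 3 lower in all shapes were *FOXD3* (ENSG00000187140, chromosome 1 from 63322567 to 63325128), a transcription factor of early crest, and *NGFR* (ENSG00000064300, chromosome 17 from 49495293 to 49515008), the low-affinity nerve growth factor receptor. *FOXD3* was at 38.3 ± 12.2 CPM in 96-well hCOs, and its log2 fold changes were -3.53 in round, -1.74 in butterfly, -1.75 in peanut and -2.59 in C microwells (standard errors 0.41, 0.37, 0.37 and 0.38). Its call in butterfly microwells was lost without 96-well replicate 2 or butterfly replicate 1 or 3, and its call in peanut microwells in 5 of 6 refits without a library. *NGFR* had log2 fold changes of -1.53 in round, -1.11 in butterfly, -1.14 in peanut and -1.36 in C microwells (standard errors 0.15, 0.14, 0.14 and 0.15), all of which held whichever library was left out. Day 10 differed from this. Of the same 14 genes, 0 in round, 10 in butterfly, 2 in peanut and 5 in C microwells were higher and 3, 0, 0 and 0 lower at day 10. Of 21 neural progenitor genes, 16 in round, 7 in butterfly, 4 in peanut and 12 in C microwells were higher at day 20 and 2, 1, 0 and 1 lower (17, 9, 11 and 14 higher adjusted over the list alone), with 11, 4, 2 and 8 higher of the 15 outside the study's panel. Those higher in all 4 shapes were *C1orf61*, *HES5* (ENSG00000197921, chromosome 1 from 2528745 to 2530263), *LHX2* (ENSG00000106689, chromosome 9 from 124001670 to 124033301) and *SOX1*, and their number ran from 0 to 7 with 1 library left out. *HES5*, a Notch target of dividing progenitors, had log2 fold changes of 1.57 in round, 1.04 in butterfly, 1.35 in peanut and 1.53 in C microwells (standard errors 0.28, 0.27, 0.27 and 0.28), and that in butterfly microwells was lost whichever library was left out and that in peanut microwells in 5 of 6 such refits. The 4 shapes share the same 3 libraries of 96-well plates, so their differences are not independent of one another.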

All microwell shapes showed downregulation of neural crest markers and upregulation of neural progenitor markers at day 20. 

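Of 11 listed genes of intermediate progenitors, 0 in round, 10 in butterfly, 3 in peanut and 1 in C microwells were higher at day 10. They numbered 0, 10, 7 and 0 when adjusted over the list alone. In round microwells *EOMES* (ENSG00000163508, chromosome 3 from 27715949 to 27722711), a marker of these progenitors and of mesendoderm, was lower, with a log2 fold change of -3.00 (standard error 0.84, adjusted p = 0.0188 from edgeR) that was lost without 96-well replicate 3 or round replicate 2 or 3. Of 11 genes of sensory neurons, 0 in round, 8 in butterfly, 4 in peanut and 1 in C microwells were higher. They numbered 0, 8, 8 and 1 when adjusted over the list alone. Of the members outside the study's panel, 6 of 6 intermediate progenitor and 5 of 8 sensory genes were higher in butterfly microwells, with 0 and 2 in peanut and none in C microwells. *NEUROG1* was at 0.227 ± 0.234 CPM in 96-well hCOs and at 0.177 ± 0.159, 29.2 ± 21.7, 9.14 ± 13.7 and 5.10 ± 2.66 CPM in round, butterfly, peanut and C microwells. Only the butterfly difference held whichever library was left out. Without peanut replicate 1 its log2 fold change in peanut microwells was 2.37, against 5.27 with it. *TLX3* (ENSG00000164438, chromosome 5 from 171309248 to 171312139) and *POU4F1* (ENSG00000152192, chromosome 13 from 78598362 to 78603552), homeobox genes of sensory neurons, had log2 fold changes of 6.37 (standard error 1.45, adjusted p = 0.00370 from edgeR) and 5.52 (standard error 0.92, adjusted p = 0.000578 from edgeR) in butterfly microwells, and of 3.25 (standard error 1.65, adjusted p = 0.179 from edgeR) and 3.23 (standard error 0.93, adjusted p = 0.0301 from edgeR) in C microwells, where the call of POU4F1 was lost whichever 96-well library was left out. At day 20 the order was another one. Of the 11 intermediate progenitor genes, 10 in round, 1 in butterfly, 0 in peanut and 4 in C microwells were higher, and of 12 sensory genes 4, 2, 1 and 1.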

Interestingly markers associated with intermediate progenitors and sensory neurons were only significantly upregulated in non-spherical shapes (butterfly, peanut and C). In addition, these non-spherical geometries also showed a drastic upregulation of MGE markers *SST* and *DLX1* at day 10 followed by a robust upregulation of all MGE and lateral ganglionic eminence (LGE) associated genes at day 40. 

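At day 10, *SST* was at 0.0447 ± 0.0774 CPM in 96-well hCOs, 0.0591 ± 0.0512 CPM in round, 60.1 ± 60.2 in butterfly, 13.3 ± 21.9 in peanut and 8.48 ± 8.06 in C microwells. Its log2 fold change was 10.18 (standard error 2.14, adjusted p = 0.00223 from edgeR) in butterfly, 8.00 (standard error 2.33, adjusted p = 0.0404 from edgeR) in peanut and 7.36 (standard error 2.43, adjusted p = 0.0511 from edgeR) in C microwells. Folds over so few reads in 96-well hCOs have no firm size. In peanut microwells most of it came from replicate 1, without which it was 3.57 (adjusted p = 0.459 from edgeR). *DLX1* was at 0.0762 ± 0.0501 CPM in 96-well hCOs and 0.877 ± 0.780 CPM in butterfly microwells, with log2 fold changes of 2.06 in round, 3.42 in butterfly, 2.22 in peanut and 2.85 in C microwells (standard errors 0.90, 0.80, 0.89 and 0.83, adjusted p = 0.108, 0.00418, 0.108 and 0.0326 from edgeR). The call in C microwells was lost whichever library was left out. Of 12 genes of the medial ganglionic eminence and GABAergic neurons at day 10, 0 in round, 5 in butterfly, 1 in peanut and 2 in C microwells were higher, and no gene in all of butterfly, peanut and C (0, 5, 1 and 3 adjusted over the list alone). Of 15 such genes at day 40, 0 in round, 10 in butterfly, 10 in peanut and 9 in C microwells were higher, and 0, 1, 0 and 0 lower. In round microwells no member was called by edgeR, with 4 higher and 0 lower at an unadjusted p under 0.05 and 1 and 0 by DESeq2. Higher in butterfly, peanut and C microwells were 9 genes, DLX1, DLX2, DLX5, DLX6, *GAD1* (ENSG00000128683, chromosome 2 from 170813213 to 170861151), *GAD2* (ENSG00000136750, chromosome 10 from 26216665 to 26304558), *GSX2* (ENSG00000180613, chromosome 4 from 54099523 to 54102498), SLC32A1 and SST, and the count was 5 without C replicate 2. *NKX2-1*, the factor that specifies this eminence, was not among them, and *GSX2* is also in the list of the lateral ganglionic eminence. Of 13 genes of the lateral ganglionic eminence, 4 in round, 9 in butterfly, 9 in peanut and 9 in C microwells were higher (5, 9, 9 and 9 adjusted over the list alone), 9 of them in all of butterfly, peanut and C, and 5 without C replicate 2. The lists hold genes of the study's panel, and 0, 2, 2 and 2 of 6 and 1, 4, 4 and 4 of 8 members outside it were higher. *GAD1*, which makes GABA, was at 21.5 ± 6.64 CPM in 96-well hCOs, 44.0 ± 12.4 in round, 104 ± 29.7 in butterfly, 86.8 ± 14.4 in peanut and 65.4 ± 36.5 in C microwells. *SST* had log2 fold changes of -0.32 in round, 2.36 in butterfly, 2.39 in peanut and 1.67 in C microwells at day 40 (standard errors 0.44, 0.43, 0.43 and 0.42), and without C replicate 2 that in C microwells was 1.19.

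**Figure D1:**
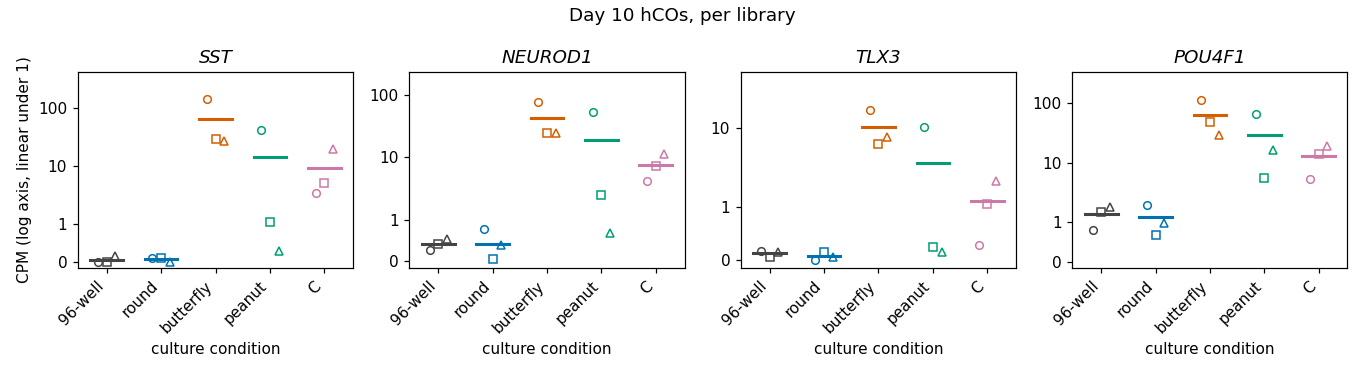
Levels of *SST*, *NEUROD1*, *TLX3* and *POU4F1* in each library of day 10, by condition, in CPM scaled over all 45 libraries on a log axis that is linear under 1 CPM, with replicates as points and their mean as a line. SST lies at 143, 28.8 and 27.1 CPM in the butterfly replicates and at 42.0, 1.07 and 0.289 CPM in the peanut replicates.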

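Cortical genes differed by shape and by day. Of 11 listed genes at day 10, 3 in round, 6 in butterfly, 1 in peanut and 3 in C microwells were higher and 1, 1, 1 and 1 lower. Of 12 at day 20, 11 in round, 2 in butterfly, 3 in peanut and 10 in C microwells were higher and none was lower. They numbered 11, 2, 9 and 10 when adjusted over the list alone. Of 14 at day 40, 8 in round, 4 in butterfly, 5 in peanut and 9 in C microwells were higher and 0, 3, 0 and 0 lower. Those higher numbered 8, 5, 5 and 9 when adjusted over the list alone. Outside the study's panel, without that adjustment, they were 3, 1, 1 and 3 of 6. *NEUROD2* at day 40 was at 2.42 ± 0.782 CPM in 96-well hCOs and at 40.6 ± 4.24, 14.1 ± 11.5, 28.0 ± 8.79 and 59.8 ± 41.7 CPM in round, butterfly, peanut and C microwells. *NEUROD6* was at 4.04 ± 1.24 CPM and at 82.0 ± 3.89, 27.3 ± 22.9, 48.0 ± 8.74 and 105 ± 66.3 CPM. In butterfly microwells their log2 fold changes were 2.54 (standard error 0.63) and 2.76 (standard error 0.59), and 1.65 and 1.82 without replicate 2. *EMX1* (ENSG00000135638, chromosome 2 from 72916260 to 72936071) is a transcription factor of the dorsal telencephalon. *EMX1* had log2 fold changes of 2.56 in round, 0.45 in butterfly, 0.86 in peanut and 2.34 in C microwells (standard errors 0.44, 0.44, 0.43 and 0.44, adjusted p = 0.00187, 0.453, 0.142 and 0.00206 from edgeR). *TBR1* had log2 fold changes of 0.69 in round, -0.03 in butterfly, 0.69 in peanut and 1.20 in C microwells (standard errors 0.31, 0.31, 0.31 and 0.31, adjusted p = 0.123, 0.949, 0.101 and 0.0117 from edgeR). The *TBR1* call in C microwells was lost without 96-well replicate 2 or C replicate 3.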

While some cortical markers (*NEUROD2*, *NEUROD6*) showed significant upregulation at day 40 in all shapes, a notable trend for cortical development was not observed across different shapes and time points. Similarly, floor plate, midbrain and hindbrain associated genes also showed varying results, whereas forebrain marker *FOXG1* demonstrated significant upregulation in all microwell shapes at day 20 and 40. Furthermore, epithelial and mesenchymal fates and retinal development genes showed a notable downregulation in microwell hCOs (day 10 & 40 for epithelial, 20 and 40 for retina, all time points for mesenchymal markers).

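Genes of the floor plate, of the midbrain and of the hindbrain and spinal cord moved both ways. Of 8 floor plate genes at day 40, 0 in round, 1 in butterfly, 1 in peanut and 1 in C microwells were higher and 3, 1, 1 and 3 lower. Of 7 at day 20 1 was higher in butterfly and 2 were lower in round microwells. *NTN1* (ENSG00000065320, chromosome 17 from 9021510 to 9244000) is the guidance cue netrin-1. *NTN1* had log2 fold changes of 0.35 in round, 1.63 in butterfly, 1.29 in peanut and 0.96 in C microwells at day 40 (standard errors 0.31, 0.30, 0.30 and 0.30, adjusted p = 0.443, 0.00185, 0.00639 and 0.0316 from edgeR). The call in C microwells was lost without 96-well replicate 2 or 3 or C replicate 2 or 3. Of 13 midbrain genes, 6, 1, 0 and 2 were higher and 4, 2, 0 and 0 lower at day 20, and 2, 1, 1 and 1 higher and 3, 5, 3 and 5 lower at day 40, where *PAX2* (ENSG00000075891, chromosome 10 from 100735603 to 100829944), a transcription factor of the midbrain boundary, the eye stalk and the kidney, was lower in all 4, at 11.8 ± 5.02 CPM in 96-well hCOs and 2.23 ± 1.10, 2.97 ± 1.11, 2.95 ± 0.661 and 1.66 ± 0.496 CPM. Of 16 hindbrain genes, 1, 1, 0 and 0 were higher and 5, 2, 1 and 2 lower at day 20. At day 40, 3, 2, 1 and 0 of 19 were higher and 4, 0, 3 and 3 lower, in the order round, butterfly, peanut and C.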

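Of 15 epithelial genes at day 10, 11 in round, 11 in butterfly, 3 in peanut and 4 in C microwells were lower. They numbered 13, 11, 4 and 4 when adjusted over the list alone. 3 were higher in each of butterfly, peanut and C. Of 14 at day 40, 12 in round, 2 in butterfly, 6 in peanut and 7 in C microwells were lower (12, 2, 6 and 9 adjusted over the list alone) and none was higher. *CDH1* (ENSG00000039068, chromosome 16 from 68737292 to 68835541), E-cadherin, was at 254 ± 29.8 CPM in 96-well hCOs of day 10 and 82.9 ± 10.1, 54.1 ± 18.6, 138 ± 18.3 and 129 ± 38.8 CPM in round, butterfly, peanut and C microwells. Its call in C was lost without 96-well replicate 1 or C replicate 2 and its call in peanut in 5 of 6 refits without a library. Of 16 genes of the retina and eye, 10 in round, 1 in butterfly, 1 in peanut and 1 in C microwells were lower at day 20. They numbered 11, 1, 4 and 1 when adjusted over the list alone. At day 40, 8 in round, 9 in butterfly, 9 in peanut and 8 in C microwells were lower, 7 of them in all 4 shapes. *SIX6* had log2 fold changes of -7.14 in round, -3.22 in butterfly, -3.36 in peanut and -5.23 in C microwells at day 40 (standard errors 0.80, 0.58, 0.59 and 0.68). Of 17 mesenchymal genes at day 10, 6 in round, 2 in butterfly, 3 in peanut and 2 in C microwells were lower and 0, 4, 1 and 2 higher. Of 18 at the later days, 10, 10, 9 and 7 were lower at day 20 and 11, 9, 16 and 13 at day 40. *COL3A1* (ENSG00000168542, chromosome 2 from 188974373 to 189012746) is a chain of type III collagen. *COL3A1* was at 28.4 ± 30.4 CPM in 96-well hCOs of day 10, an SD above its mean, and at 0.251 ± 0.283 CPM in round microwells. Outside the study's panel, 9, 2, 5 and 5 of 11 epithelial, 4, 6, 5 and 4 of 12 eye and 8, 7, 13 and 11 of 15 mesenchymal genes were lower at day 40.

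**Figure D2:**
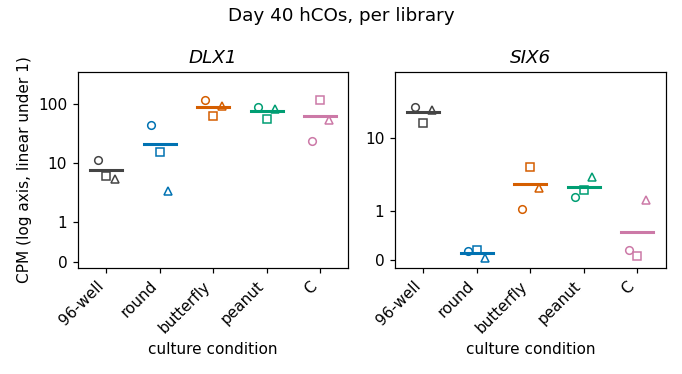
Levels of *DLX1* and *SIX6* in each library of day 40, by condition, in CPM scaled over all 45 libraries on a log axis that is linear under 1 CPM, with replicates as points and their mean as a line. SIX6 lies between 16.2 and 26.5 CPM in the 96-well replicates and between 0.042 and 4.00 CPM in the microwell replicates.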

These differences between microwells and 96-well and across different microwell geometries were also supported by IPA analyses (Fig. 4c) (Additional file 1: Fig. S4D-E). In agreement with the differential expression analysis, while round microwells showed an overall tendency for inhibition (z-score ≤ -2), the biological functions in butterfly, peanut and C were mostly associated with activation (z-score ≥ 2) at day 40 (Fig. 4c). These results demonstrate that while there are common features affected in all geometries indicating they could be the result of microwell growth environment, there are also differences specific to distinct geometries implying shape-associated transcriptomic differences in hCOs. 

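Part of the day 40 changes was shared by the 4 shapes and part was not. Of all 16958 genes tested, 1986 in round, 3072 in butterfly, 2840 in peanut and 2718 in C microwells were higher at the FDR alone. Lower were 1855, 2510, 2643 and 2063. Of 20 neuronal genes, 17 in round, 18 in butterfly, 19 in peanut and 18 in C microwells were higher and none was lower. They numbered 18, 19, 19 and 18 when adjusted over the list alone. Outside the study's panel, without that adjustment, they were 14, 15, 16 and 15 of 17. Of 23 genes of endoderm and liver, 21 in round, 9 in butterfly, 5 in peanut and 12 in C microwells were lower and none was higher. They numbered 22, 10, 5 and 19 when adjusted over the list alone. *FABP1* (ENSG00000163586, chromosome 2 from 88122982 to 88128062), a fatty acid-binding protein of liver and gut, was at 43.5 ± 36.8 CPM in 96-well hCOs and at 3.30 ± 1.68 CPM in round microwells. *FABP1* had a log2 fold change of -3.71 (standard error 0.84, adjusted p = 0.00760 from edgeR). Of 36 genes of cell division, 4 in round, 24 in butterfly, 9 in peanut and 14 in C microwells were higher and 4, 0, 2 and 2 lower. Those higher numbered 6, 26, 9 and 15 when adjusted over the list alone. *TOP2A* (ENSG00000131747, chromosome 17 from 40388525 to 40417896) is a topoisomerase of dividing cells. *TOP2A* had log2 fold changes of 0.29 in round, 0.78 in butterfly, 0.40 in peanut and 0.48 in C microwells (standard errors 0.14, 0.14, 0.14 and 0.14, adjusted p = 0.142, 0.00129, 0.0372 and 0.0183 from edgeR). The call in C microwells was lost without 96-well replicate 2 or C replicate 2 and that in peanut in 5 of 6 refits without a library. The counts here compare each shape with the 96-well plates, and a gene called in one shape and not in another has not been shown to differ between them. From changes shared by all geometries, the paper reasons that they could come from the microwell environment, and from those found in single geometries it proposes shape-associated differences in the transcriptome.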

Importantly, media, nutrient, and oxygen availability are likely different in the 96-well plate wells vs microwells due to more restricted access to hCOs in microwells; however, this availability was unlikely to be different between microwell geometries as the exposed surface areas and depths of the wells during the first four days of culture were identical for all geometries. The round microwells therefore served as the best control to identify geometry-specific effects on organoid development.

### Microwell geometry modulates gene expression programs related to neural cell type and brain region specification

Having assessed that hCOs in all conditions were neuralizing appropriately and having characterized any basal effects of the agarose system compared to typical 96-well plates, we shifted our focus to the transcriptomic changes across different microwell geometries to investigate whether shape was informative of brain region specification (Fig. 5) (Additional file 1: Fig. S5). 

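For the effect of outline, the 3 butterfly, peanut or C libraries of a day were each set against the 3 of the round microwells of that day, in the 15-library fit of 5 groups already described. These 3 comparisons share the round libraries, so that a chance value in those moves all 3 together. Genes tested numbered 15748 at day 10, 16550 at day 20 and 16958 at day 40. Total gene reads per library ran from 21560228 to 22791709 at day 10, from 21369938 to 22260620 at day 20 and from 21575719 to 22241509 at day 40. A gene with no reads in a group is given by its levels, because its fold change has no firm size. A difference of log2 fold change between days was tested in one fit of the 24 microwell libraries of days 10 and 20, as the mean of the 3 non-spherical shapes minus round at day 20, minus the same at day 10.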

To isolate the shape specific effects from differences arising from microwell devices in general, round agarose microwells were used as the control group in this analysis and not 96-well plates.

**Fig. 5:**
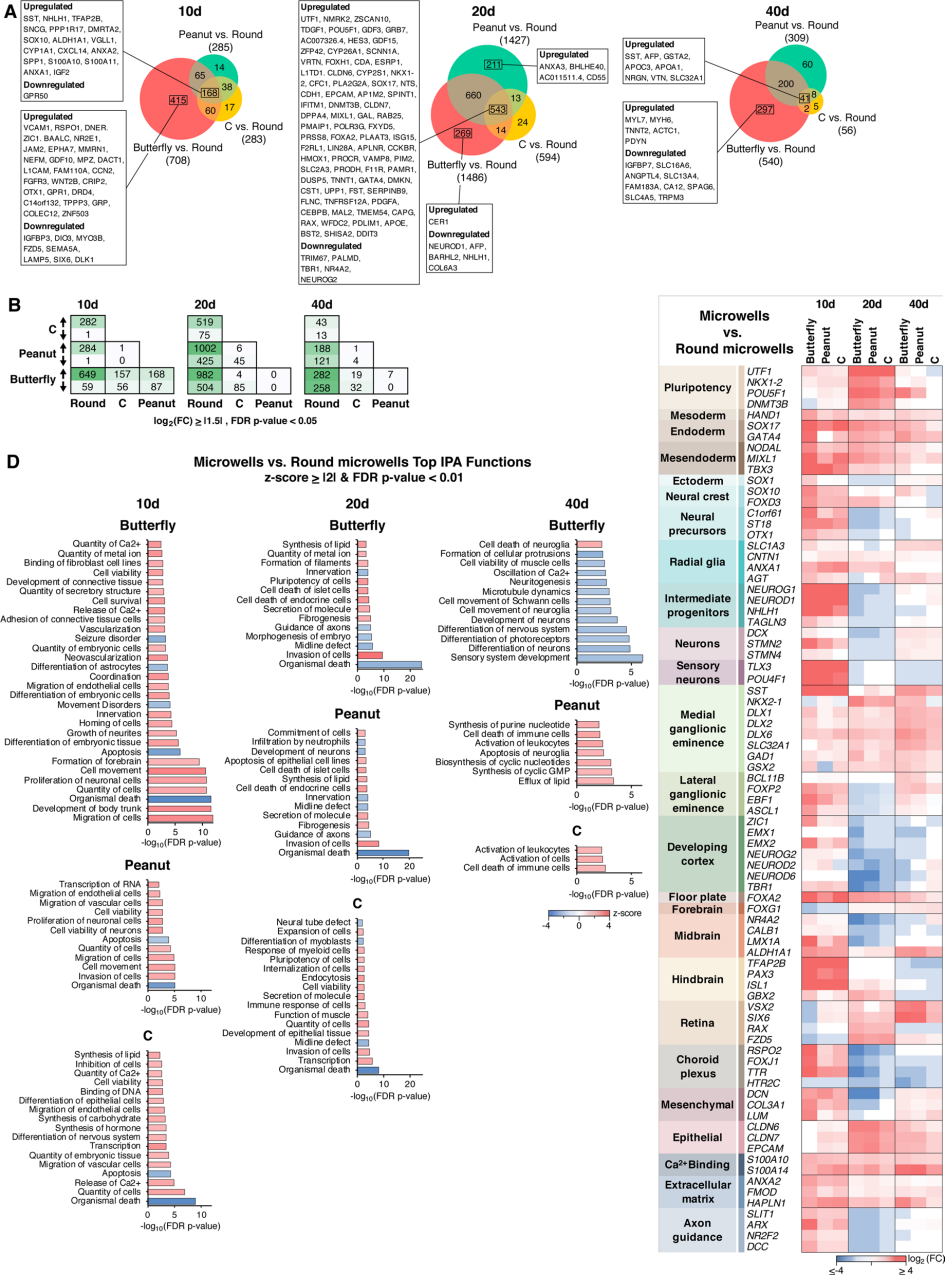
Microwell geometry modulates gene expression programs related to neural cell type and brain region specification. **A**–**d** n = 3 biological replicates for each condition with 4–10 hCOs in each replicate. **a** Venn diagrams showing the differentially expressed genes with FDR *p*-value < 0.05 and log_2_ (FC) ≥|1.5|. Boxed genes are the unique and common transcripts in each comparison with FDR *p*-value < 0.05, log_2_ (FC) ≥|2| and max mean RPKM ≥ 5. **b** The number of differentially expressed genes across all microwell geometries with FDR *p*-value < 0.05 and log_2_(FC) ≥|1.5|. **c** Differentially expressed marker genes between individual microwell geometries and round microwells with FDR *p*-value < 0.05. **d** Top biological functions between individual microwell geometries and round microwells with z-score ≥|2| and FDR *p*-value < 0.01 identified through IPA analysis. Differentially expressed genes with FDR *p*-value < 0.05, log_2_ (FC) ≥|1.5| and max mean RPKM ≥ 5 were used in this analysis. 149 (Butterfly), 28 (Peanut) and 35 (**c**) genes met this criteria in day 10 hCOs. 286 (Butterfly), 266 (Peanut) and 88 (**c**) genes met this criteria in day 20 hCOs. 106 (Butterfly), 69 (Peanut) and 10 (**c**) genes met these criteria in day 40 hCOs

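Against round microwells, 545 genes were higher and 49 lower in butterfly microwells at day 10, 144 and 1 in peanut and 120 and 1 in C microwells. At day 20 these were 859 and 425, 866 and 324, and 461 and 34, and at day 40 150 and 130, 56 and 20, and 0 and 0. For C microwells of day 40, edgeR had 2348 genes at an unadjusted p under 0.05, against 848 expected by chance, and DESeq2 called 19. *PRSS56* (ENSG00000237412, chromosome 2 from 232520388 to 232525716) is a serine protease of eye and boundary cap cells. *PRSS56* was at 0.0294 ± 0.0254 CPM in round microwells of day 10 and 12.3 ± 7.77, 3.59 ± 4.97 and 6.83 ± 3.50 CPM in butterfly, peanut and C microwells. *GPR50* (ENSG00000102195, chromosome X from 151176584 to 151181465), an orphan receptor of the hypothalamus, was lower, at 7.19 ± 6.02, 16.0 ± 5.80 and 16.3 ± 3.19 against 49.5 ± 1.23 CPM. Its call in peanut microwells was lost without round replicate 2 or 3 and its call in C microwells when any 1 of the 6 libraries was left out. At day 20, *UTF1* had log2 fold changes of 5.76 in butterfly, 5.51 in peanut and 4.58 in C microwells (standard errors 0.51, 0.51 and 0.52). At day 40, *CRH* (ENSG00000147571, chromosome 8 from 66176376 to 66178464), corticotropin-releasing hormone, was at 10.9 ± 1.90 CPM in butterfly and 1.24 ± 1.21 CPM in round microwells. *CRH* had a log2 fold change of 3.12 (standard error 0.55, adjusted p = 0.0116 from edgeR). At day 10, in both directions together, the count of butterfly was 594 and ran from 379 to 951 without one library, that of peanut was 145 and ran from 12 to 205, and that of C was 121 and ran from 9 to 182. The lowest of peanut and C came without round replicate 2, and C had 9 also without round replicate 3. Of the day 40 counts, that of butterfly was 280 and fell to 26 without butterfly replicate 3, and that of peanut was 76 and ran from 0 to 203 without one library. That of C was 0 and ran from 0 to 186, the highest without C replicate 1, which lay at -47.75 on the first component of day 40 against 78.75 and 61.84 for the other 2.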

Differential expression analysis revealed that while C microwells had the lowest number of differentially expressed genes at all time points, butterfly microwells showed the highest (Fig. 5a, b). Pairwise comparisons between all shapes demonstrated that peanut and C microwells did not show considerable transcriptomic differences from each other (Fig. 5b). 

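Between peanut and C microwells no gene was called by edgeR or DESeq2 at day 10. At an unadjusted p under 0.05 there were 467, fewer than the 787 expected by chance. At day 20, 7 were lower in peanut microwells and none was higher. At day 40 none was called by edgeR and 1 by DESeq2, with 774 at an unadjusted p under 0.05 (848 expected by chance). *TRIM67* was among the 7, at 3.39 ± 1.24 CPM in peanut and 30.6 ± 19.8 CPM in C microwells. *TRIM67* had a log2 fold change of -3.17 (standard error 0.48, adjusted p = 0.0430 from edgeR). In a fit of these 6 libraries alone no gene was called at day 20, and DESeq2 called 33. The *TRIM67* call was lost in every refit without a library except that without C replicate 3. Between butterfly and C microwells, 46 genes were higher and 33 lower at day 10 (79 together, 0 in a fit of those 6 libraries alone, and from 1 to 453 with 1 library left out). At day 20 these were 2 and 49, and at day 40 none was called. There 1417 had an unadjusted p under 0.05, against 848 expected by chance, and DESeq2 called 9. *TTR* was at 8.47 ± 3.88 CPM in butterfly and 78.9 ± 24.4 CPM in C microwells of day 20, and its adjusted p of 0.00769 from edgeR was 0.0654 without butterfly replicate 1 and was lost without replicate 3.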

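Butterfly and peanut microwells differed at day 10 in 103 genes higher and 75 lower in butterfly. At days 20 and 40 no gene was called by edgeR, and none and 1 by DESeq2. At an unadjusted p under 0.05 there were 434 and 492, fewer than the 828 and 848 expected by chance. *RSPO3* (ENSG00000146374, chromosome 6 from 127118671 to 127199481), an enhancer of Wnt signalling, was at 107 ± 57.6 CPM in butterfly and 8.74 ± 3.16 CPM in peanut microwells of day 10. *WNT8B* (ENSG00000075290, chromosome 10 from 100463009 to 100483744), a Wnt ligand of the cortical hem, was at 143 ± 93.3 and 11.1 ± 8.71 CPM. Their log2 fold changes were 3.61 (standard error 0.50, adjusted p = 0.00631 from edgeR) and 3.69 (standard error 0.66, adjusted p = 0.00755 from edgeR). In a fit of these 6 libraries alone no gene was called. The replicates of butterfly at day 10 varied widely, and without replicate 3 the count was 552, with 219 higher and 333 lower, and without replicate 1 it was 61.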

While earlier differences observed between butterfly and peanut microwells were diminished at later points of differentiation, all shapes showed marked deviation from the round microwells at all time points (Fig. 5b), despite having the same exposed surface area and well depths.

The marker gene panel revealed several interesting differences between non-spherical shapes and round microwells. First, we noticed a robust upregulation at day 10 and a downregulation at day 20 for markers associated with neural differentiation (neural precursors, intermediate progenitors and neurons) which applied to all shapes (Fig. 5c). 

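Against round microwells, intermediate progenitor and neuronal genes were mostly higher in butterfly microwells at day 10, and mostly lower in all 3 shapes at day 20. Of all 15748 genes tested at day 10, 2153 in butterfly, 396 in peanut and 240 in C microwells were higher at the same FDR. At day 20, 4012, 3962 and 1693 of 16550 were lower. Of 11 intermediate progenitor genes at day 10, 10 in butterfly, 3 in peanut and 1 in C microwells were higher and none was lower. They numbered 10, 7 and 3 when adjusted over the list alone. Of 20 neuronal genes, 12 in butterfly, 0 in peanut and 0 in C microwells were higher and 1, 0 and 1 lower (14, 6 and 0 higher adjusted over the list alone, and 15, 7 and 2 at an unadjusted p under 0.05, and 11, 5 and 0 by DESeq2). Of 21 neural progenitor genes, 8 in butterfly, 0 in peanut and 0 in C microwells were higher and 5, 1 and 1 lower. No gene of these lists was higher in all 3 shapes by edgeR, and 3 intermediate progenitor genes were by DESeq2. At day 20, 9, 9 and 9 of the intermediate progenitor genes, 18, 18 and 15 of the neuronal genes and 10, 9 and 4 of the neural progenitor genes were lower in butterfly, peanut and C microwells, of which 9, 15 and 4 in all 3. Higher were 1, 1 and 0, 1, 1 and 1 and 2, 2 and 2 of the same lists, of which 0, 1 and 2 in all 3. The counts lower in all 3 fell to 3, 4 and 1 in fits of only the 2 groups and ran from 2 to 9, 4 to 18 and 0 to 7 with 1 library left out, and the round libraries that the 3 comparisons share lie apart from every other group of that day. Outside the study's panel, 4, 4 and 4 of 6, 15, 15 and 14 of 17 and 7, 6 and 2 of 15 were lower. *ISL1* (ENSG00000016082, chromosome 5 from 51383448 to 51394730) is a transcription factor of motor and sensory neurons. *ISL1* was at 0.162 ± 0.0262 CPM in round microwells of day 10 and 20.3 ± 15.0, 10.1 ± 15.2 and 3.18 ± 2.32 CPM in butterfly, peanut and C microwells (adjusted p = 0.00347, 0.0298 and 0.161 from edgeR). Without peanut replicate 1 its log2 fold change in peanut microwells was 2.98, against 5.91 with it. *STMN2* had log2 fold changes of 3.66 in butterfly, 2.50 in peanut and 1.37 in C microwells at day 10 (standard errors 0.81, 0.79 and 0.79, adjusted p = 0.00627, 0.0785 and 0.420 from edgeR). At day 20, *NEUROG2* (ENSG00000178403, chromosome 4 from 112513516 to 112516180), which starts neurogenesis in the cortex, was at 48.7 ± 19.4 CPM in round microwells and 6.79 ± 2.59, 8.73 ± 5.09 and 17.2 ± 8.87 CPM in the others. *SCG2* (ENSG00000171951, chromosome 2 from 223596940 to 223602361), the secretory protein secretogranin 2, was at 9.27 ± 4.17 and 1.68 ± 0.579, 1.60 ± 0.774 and 2.50 ± 0.478 CPM. The *NEUROG2* call in C microwells was lost without round replicate 3, without C replicate 2 or 3, and in a fit of those 2 groups alone.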

To understand the basis of this pattern, we re-examined our previous comparison between distinct microwell shapes and 96-well hCOs (Fig. 4b). This analysis revealed that while butterfly, peanut and C microwells showed upregulation in these markers at day 10, the same change was not observed in round microwells until day 20 (Fig. 4b) which may imply that the neural differentiation timeline is lengthened in round microwells (or accelerated in non-spherical shapes). 

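Against 96-well plates, neuronal genes were higher in round microwells mainly at day 20, with 3 of 20 at day 10 and 19 at day 20, and in butterfly microwells already at day 10, with 17. In peanut and C microwells 4 and 1 were higher at day 10, and 7 and 16 at day 20. *STMN2* was at 8.30 ± 0.677 CPM in 96-well hCOs of day 10. Its log2 fold changes against them were 0.41 in round, 4.07 in butterfly, 2.91 in peanut and 1.78 in C microwells at day 10 (adjusted p = 0.762, 0.00199, 0.0366 and 0.140 from edgeR). At day 20 they were 1.98 in round, 1.31 in butterfly, 1.14 in peanut and 1.45 in C microwells (adjusted p = 3.37e-05, 0.00731, 0.0316 and 0.00505 from edgeR). Both peanut calls were lost whichever 96-well library was left out. The change of the non-spherical shapes against round from day 10 to day 20 differed from 0 in 1297 genes, 609 of them higher and 688 lower, a test chosen after the pattern was known. Lower were 19 of 20 neuronal genes, 10 of 11 intermediate progenitor genes and 10 of 21 neural progenitor genes (the same 3 counts adjusted over the list alone being 19, 11 and 11). 21 of 22 pluripotency genes were higher. Of all 16602 genes tested, 3291 were lower and 3393 higher at the same FDR. *NEUROD1* had an interaction of -7.11 (standard error 1.33, adjusted p = 0.000538 from edgeR), *DCX* of -1.52 (standard error 0.35, adjusted p = 0.00215 from edgeR) and *UTF1* of 5.21 (standard error 0.78, adjusted p = 0.000114 from edgeR) in log2 units. *POU5F1* had one of 3.07 (standard error 0.71, adjusted p = 0.00230 from edgeR), and of 5.01 without round day 20 replicate 1. From the earlier rise in the non-spherical shapes, the paper proposes that the timeline of neural differentiation may be longer in round microwells or faster in the other shapes. At day 20, however, all 22 pluripotency genes were higher in butterfly, peanut and C than in round microwells. That count was 10 in fits of only the 2 groups. On an axis from day 10 to day 40 libraries, round lay at -5.41 at day 10 and 61.4 at day 20. Butterfly, peanut and C lay at 8.46, 0.466 and -0.112 at day 10 and 32.0, 35.2 and 48.8 at day 20. Round hCOs were thus ahead on this axis at day 20, not behind, though a batch of these 3 libraries stays open.

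**Figure D3:**
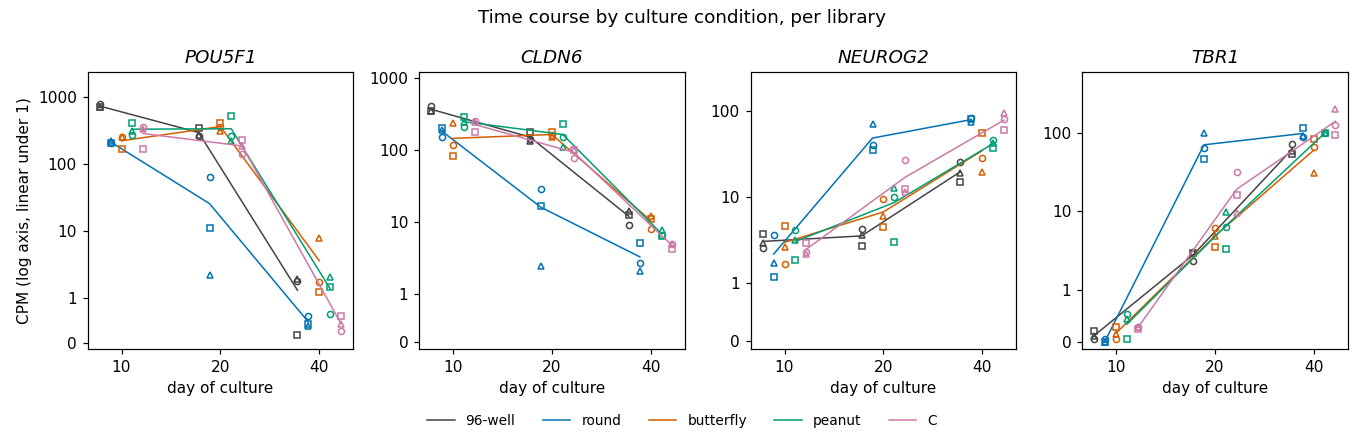
Mean levels of *POU5F1*, *CLDN6*, *NEUROG2* and *TBR1* at days 10, 20 and 40 by condition, in CPM scaled over all 45 libraries on a log axis that is linear under 1 CPM, with single replicates as points and group means joined by lines. At day 20 the round microwells lie under every other condition for POU5F1 and CLDN6 and over them for NEUROG2 and TBR1.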

A similar effect was also observed for LGE and axon guidance markers. This could reflect that geometry can help cell fate specification and developmental programs to be turned on, and that typical spherical cultures may therefore be less ‘complete’ in providing developmental signals.

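Of 11 genes of the lateral ganglionic eminence, 5 in butterfly, 1 in peanut and 0 in C microwells were higher than in round microwells at day 10 and 2, 0 and 0 lower. Those higher numbered 5, 4 and 0 when adjusted over the list alone. Of 13 at day 20, 3, 2 and 2 were higher and 4, 4 and 1 lower. The only gene lower in all 3 shapes at day 20 was *FOXP2* (ENSG00000128573, chromosome 7 from 114086327 to 114693772), a transcription factor of striatal and deep-layer neurons, with log2 fold changes of -1.34 in butterfly, -1.17 in peanut and -0.73 in C microwells (standard errors 0.22, 0.22 and 0.21, adjusted p = 0.000324, 0.000799 and 0.0274 from edgeR). The C value was no longer past the test without round replicate 1 or 3, without C replicate 2 or 3, or in a fit of those 2 groups alone. *EBF1* (ENSG00000164330, chromosome 5 from 158695916 to 159099916) is a factor of early striatal neurons. *EBF1* was at 1.64 ± 0.580 CPM in round and 16.3 ± 10.6, 8.43 ± 10.5 and 3.76 ± 2.08 CPM in butterfly, peanut and C microwells of day 10 (adjusted p = 0.00945, 0.0903 and 0.501 from edgeR). Of 21 axon guidance genes, 10, 0 and 1 were higher and 3, 1 and 0 lower at day 10 in the same order (12, 2 and 6 higher adjusted over the list alone), and 3, 3 and 2 higher and 10, 10 and 9 lower at day 20, 9 of these in all 3 and from 4 to 9 with 1 library left out. *SLIT2* (ENSG00000145147, chromosome 4 from 20251905 to 20620561) is a repellent of growing axons. *SLIT2* was at 11.1 ± 3.79 CPM in round microwells of day 10 and 174 ± 100.1, 23.9 ± 10.8 and 51.2 ± 24.3 CPM in the others, and at day 20 at 436 ± 40.8 and 79.4 ± 4.88, 91.1 ± 29.8 and 187 ± 23.2 CPM. *DCC* (ENSG00000187323, chromosome 18 from 52340197 to 53535903) is the netrin receptor. *DCC* had log2 fold changes of 2.01 in butterfly, 0.92 in peanut and 0.84 in C microwells at day 10 (adjusted p = 0.00772, 0.250 and 0.393 from edgeR) and of -2.12, -1.99 and -1.13 at day 20 (standard errors 0.24, 0.24 and 0.23), and all 3 of the latter held whichever library was left out.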

There were also cell type and brain region specific differences between shapes (Fig. 5c). 

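At day 20, 8 in butterfly, 8 in peanut and 7 in C microwells of 12 cortical genes were lower than in round microwells and none was higher, 7 of them in all 3 shapes (4 in fits of only the 2 groups, and from 3 to 8 with 1 library left out). At day 40, 6, 1 and 0 of 14 were lower (10, 5 and 0 adjusted over the list alone). At day 10, 4, 0 and 0 of 11 were higher and 2, 0 and 0 lower. *EMX2* (ENSG00000170370, chromosome 10 from 117542445 to 117549546), which patterns the dorsal cortex, had log2 fold changes of -1.78 in butterfly, -1.33 in peanut and -0.80 in C microwells at day 20 (standard errors 0.25, 0.25 and 0.24). *TBR1* was at 71.9 ± 28.1 CPM in round and 4.89 ± 1.32, 6.59 ± 3.31 and 19.5 ± 11.8 CPM in butterfly, peanut and C microwells. Of 13 midbrain genes at day 20, 5 in butterfly, 6 in peanut and 6 in C microwells were lower and 1, 3 and 2 higher, while of 12 at day 10, 0, 0 and 0 were lower and 5, 2 and 1 higher. *EN2* (ENSG00000164778, chromosome 7 from 155458129 to 155464831), a homeobox gene of the midbrain and cerebellum, was at 12.5 ± 1.78 and 3.86 ± 1.05, 3.06 ± 1.54 and 3.20 ± 1.22 CPM at day 20. Of 14 choroid plexus genes at day 20, 7, 7 and 4 were lower and 4, 4 and 1 higher, and *TTR* had log2 fold changes of -4.25, -2.89 and -1.03 (adjusted p = 2.65e-05, 0.000156 and 0.0627 from edgeR). At day 40, 6, 1 and 0 of 15 were lower and none was higher (11, 1 and 0 adjusted over the list alone, 11, 9 and 2 at an unadjusted p under 0.05 and 11, 2 and 0 by DESeq2). Of 18 mesenchymal genes at day 20, 6, 5 and 0 were lower and 3, 3 and 2 higher. Of 17 at day 10, none was lower and 7, 1 and 1 were higher. *DCN* was at 57.1 ± 45.4 CPM in round and 2.38 ± 0.989, 5.06 ± 3.33 and 37.4 ± 4.32 CPM in the other microwells of day 20.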

Notably, we observed an overall downregulation of cerebral cortex, forebrain, midbrain, choroid plexus and mesenchymal markers in non-spherical shapes (Fig. 5c). In contrast, MGE, floor plate, hindbrain, epithelial and extracellular matrix markers were upregulated in these shapes (Fig. 5c). These results may indicate that while round microwells promote cortical fates, other shapes favor MGE-associated brain regions and cell types. 

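At day 20, 10 in butterfly, 6 in peanut and 5 in C microwells of 15 genes of the medial ganglionic eminence and GABAergic neurons were higher than in round microwells and 2, 2 and 1 lower (11, 8 and 7 higher adjusted over the list alone, and 4, 2 and 1 of 6 outside the study's panel), and DLX5, DLX6, GAD1, GSX2 and *NKX2-1* (ENSG00000136352, chromosome 14 from 36516392 to 36521149) were higher in all 3, and no gene of the list was in all 3 in fits of only the 2 groups. *NKX2-1*, the factor that specifies this eminence, was at 0.162 ± 0.170 CPM in round and 1.86 ± 0.115, 0.826 ± 0.293 and 0.991 ± 0.413 CPM in butterfly, peanut and C microwells, levels near 1 CPM at which folds are uncertain. The floor plate list had 1 of 7 genes higher at day 20 in each shape, *FOXA2* (ENSG00000125798, chromosome 20 from 22581005 to 22585455), which is also a gene of endoderm, at 3.16 ± 2.62 and 20.7 ± 5.03, 18.3 ± 1.57 and 14.3 ± 5.27 CPM. The call in C microwells was lost in a fit of those 2 groups alone and without C replicate 3. Of the hindbrain genes, 11 in butterfly, 3 in peanut and 2 in C microwells of 12 were higher and none was lower at day 10. They numbered 11, 7 and 10 when adjusted over the list alone. At day 20, 4, 4 and 1 of 16 were higher and 2, 3 and 2 lower. Of all 16550 genes tested at day 20, 4233 in butterfly, 4290 in peanut and 2109 in C microwells were higher than in round at the same FDR. Lower were 4012, 3962 and 1693. *HOXB3* (ENSG00000120093, chromosome 17 from 48548870 to 48604912), a gene of the posterior hindbrain, had no reads in round microwells of day 10 and 0.713 ± 0.380 CPM in butterfly microwells. Of the epithelial genes, 4, 8 and 6 of 15 were higher at day 10 (4, 13 and 12 adjusted over the list alone), 14, 14 and 9 at day 20, and none was lower at either day. *CLDN6* (ENSG00000184697, chromosome 16 from 3014712 to 3020071), a tight junction protein of embryonic epithelia, was at 16.2 ± 13.4 and 165 ± 13.9, 165 ± 62.3 and 93.6 ± 13.2 CPM at day 20. Of 15 genes of the extracellular matrix, 4, 2 and 1 were higher and 6, 3 and 0 lower at day 10, and 6, 7 and 2 higher and 1, 1 and 1 lower at day 20, where *HAPLN1* (ENSG00000145681, chromosome 5 from 83637805 to 83720855), a link protein of hyaluronan matrix, had log2 fold changes of 1.64, 1.75 and 1.02 (adjusted p = 0.0111, 0.00808 and 0.127 from edgeR).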

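At day 40, 7 in butterfly, 2 in peanut and 0 in C microwells of the 15 genes of the medial ganglionic eminence and GABAergic neurons were higher than in round microwells and 1, 0 and 0 lower (10, 9 and 1 higher adjusted over the list alone, 11, 10 and 7 at an unadjusted p under 0.05 and 9, 4 and 1 by DESeq2). Of all 16958 genes tested, 936, 333 and 1 were higher in the same order and 1007, 428 and 1 lower at an FDR below 0.05. *SST* was at 7.14 ± 3.82 CPM in round and 46.0 ± 9.87, 47.1 ± 20.1 and 28.6 ± 15.2 CPM in butterfly, peanut and C microwells, log2 fold changes of 2.68, 2.71 and 2.00 (standard errors 0.43, 0.43 and 0.43, adjusted p = 0.00972, 0.0156 and 0.153 from edgeR). The butterfly call held whichever library was left out, and the peanut call was lost without round replicate 2 or 3 or peanut replicate 3. *DLX1* had log2 fold changes of 2.08, 1.81 and 1.58 (standard errors 0.68, 0.68 and 0.67, adjusted p = 0.0616, 0.111 and 0.337 from edgeR), none of them past the test, and *NKX2-1* none past it either (adjusted p = 0.122, 0.174 and 0.927 from edgeR). *SLC32A1* was at 45.9 ± 13.5 CPM in butterfly and 9.28 ± 6.36 CPM in round microwells, with an adjusted p of 0.0242 from edgeR that was 0.0857 without round replicate 2. Among cortical genes, *EMX1* had log2 fold changes of -2.11, -1.69 and -0.22 (adjusted p = 0.0173, 0.0409 and 0.824 from edgeR), the first 2 of which were lost without round replicate 2 or 3. *NEUROD2* had log2 fold changes of -1.53, -0.54 and 0.56 (adjusted p = 0.0729, 0.518 and 0.631 from edgeR) and *TBR1* of -0.72, 0.00 and 0.51 (adjusted p = 0.129, 0.995 and 0.456 from edgeR). From the markers of these regions across days, the paper proposes that round microwells promote cortical fates while the other shapes favor brain regions and cell types of the medial ganglionic eminence.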

Overall, the most drastic changes were observed in butterfly microwells, followed by peanut and C geometries, perhaps reflecting the relative extent of deformation points of each shape with butterfly microwells having the most (four) indentations. Supporting these observations, IPA results also highlighted butterfly microwells as the shape that was associated with the most significant alterations in biological functions (Figs. 5d) (Additional file 1: S5). This analysis also revealed that there was an overall inhibition (z-score ≤ -2) of cell death related functions (e.g., organismal death, apoptosis) and activation (z-score ≥ 2) of cell viability linked functions (e.g., quantity of cells, cell viability, cell viability of neurons) in non-spherical shapes (Fig. 5d).

### Mechanotransduction-associated genes perturbed by hCO geometry

In comparing the different geometries to round microwells, IPA highlighted functions related to cellular mechanics such as cell adhesion, migration of cells, cell movement, invasion of cells and microtubule dynamics (Fig. 5d) (Additional file 1: S5). This suggested that mechanotransducive mechanisms may indeed be driving the effects of shape on hCO gene expression. We therefore asked what pathways or molecular components might be mediating shape-driven changes in hCO gene expression. Prior work investigating mechanoresponsive mechanisms in stem cell systems have implicated a variety of pathways and signaling components. From this work and the broader mechanobiology literature, we curated a list of 98 mechanotransduction-associated genes including Wnt and Notch-Delta pathway genes, integrins, twist, brachury, *SOX3*, β-catenin, *VCL, ZYX, TLN, PTK2, PIK3ca, YAP/TAZ*, the Rho GTPases, *ROCK*, and myosins, among others (Fig. 6) (Additional file 4). To investigate the immediate downstream effects of the geometrical perturbation, we focused on the expression of these genes on day 10 as it was the first collection point after hCOs were removed from the microwells (Fig. 6).

**Fig. 6:**
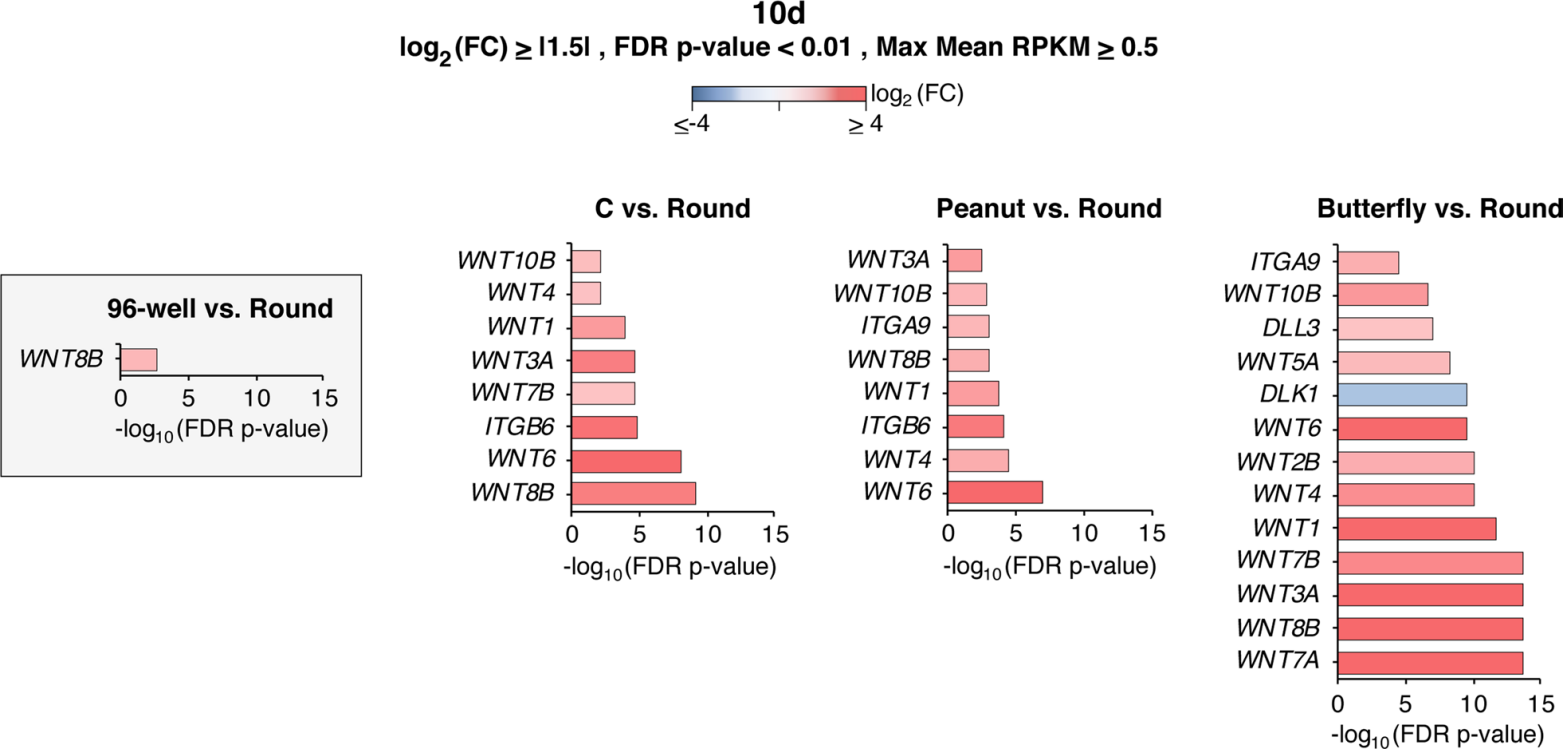
Mechanotransduction-associated genes perturbed by hCO geometry. Differentially expressed mechanotransduction-associated genes with FDR *p*-value < 0.01, log_2_(FC) ≥|1.5| and max mean RPKM ≥ 0.5 in day 10 hCOs

By comparing all microwell shapes as well as the 96-well condition to the round microwells, it became evident that shape perturbations enriched for multiple Integrin, Delta-like, and Wnt pathway genes (Fig. 6). 

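All 98 symbols of the study's mechanotransduction list are in the deposited tables, where *TAZ* (ENSG00000102125, chromosome X from 154411524 to 154421726) is the gene of tafazzin and not the Hippo effector of that name, and 62 of them were tested at day 10 in the comparison of butterfly with round microwells and reached the minimum level set by the study, a highest group mean RPKM of at least 0.5. At an FDR below 0.01, the threshold of that figure, with an absolute log2 fold change of at least 1.5, edgeR called 12 of the 62, 11 higher and 1 lower in butterfly microwells. They are WNT1, WNT2B, WNT3A, WNT4, WNT5A, WNT6, WNT7A, WNT7B, WNT8B and WNT10B, which encode Wnt ligands, and the Notch ligands *DLL3* (ENSG00000090932, chromosome 19 from 39498895 to 39508481) and *DLK1* (ENSG00000185559, chromosome 14 from 100725705 to 100738224). *WNT4* (ENSG00000162552, chromosome 1 from 22117313 to 22143969) was at 13.8 ± 5.47 CPM in butterfly and 1.86 ± 1.09 CPM in round microwells, a log2 fold change of 2.89 (standard error 0.49, adjusted p = 0.00158 from edgeR). *WNT3A* (ENSG00000154342, chromosome 1 from 228006998 to 228061271) was at 16.5 ± 8.68 and 0.517 ± 0.423 CPM, one of 4.98 (standard error 0.87, adjusted p = 0.00183 from edgeR). *DLL3* had a log2 fold change of 1.68 (standard error 0.33, adjusted p = 0.00318 from edgeR) and *DLK1*, the one lower, of -2.00 (standard error 0.41, adjusted p = 0.00395 from edgeR). The share of listed genes called was 19.4%, against 2.51% of the 13055 other genes tested at that level (odds ratio 9.31, two-sided Fisher's exact test, p = 5.11e-08). Genes of one pathway are not independent of one another. In a fit of the 6 libraries alone the number called was 1, and it was 3 without round replicate 2 and 3 without round replicate 3.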

The number of differentially expressed mechanotransducive genes from our curated list of 98 genes was also greater in butterfly microwells (13) than C and peanut microwells (8 each), consistent with butterfly microwells having more mechanical perturbations/indentations. In contrast, the difference in 96-well versus agarose microwell culture systems enriched for only one gene out of the 98 we curated.

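In peanut and C microwells none of the 60 and 59 listed genes tested was called against round at an FDR below 0.01 by edgeR, with 21 and 16 at an unadjusted p under 0.05 and 3 and 2 called by DESeq2. At an FDR below 0.05, edgeR called 13 in butterfly, 4 in peanut and 2 in C microwells (odds ratios against other genes 8.12, 9.40 and 4.87, and for peanut and C two-sided Fisher's exact test, p = 0.00122 and 0.0686). *WNT6* (ENSG00000115596, chromosome 2 from 218859805 to 218874233) is a ligand of surface ectoderm and the dorsal neural tube. *WNT6* was at 0.207 ± 0.245 CPM in round and 4.17 ± 1.87, 3.51 ± 2.31 and 4.27 ± 1.82 CPM in butterfly, peanut and C microwells (adjusted p = 0.00183, 0.0120 and 0.0135 from edgeR). *WNT8B* was at 2.76 ± 1.29 and 143 ± 93.3, 11.1 ± 8.71 and 28.0 ± 7.17 CPM (adjusted p = 0.000584, 0.140 and 0.0387 from edgeR). Its C call was lost when any 1 of the 6 libraries was left out.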

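Between 96-well and round microwell hCOs of day 10, 56 of the listed genes were tested at the same minimum level. None was called by edgeR at an FDR below 0.01 or below 0.05 with the fold change of the other comparisons, 19 had an unadjusted p under 0.05, and DESeq2 called none. In a fit of these 6 libraries alone 1 was called. *WNT10B* (ENSG00000169884, chromosome 12 from 48965340 to 48971735), called in butterfly microwells but not among the 56, was at 0.901 ± 0.497 CPM in 96-well hCOs and 0.738 ± 0.458 CPM in round microwells. *WNT10B* had a log2 fold change of -0.29 (standard error 0.53, adjusted p = 0.719 from edgeR) for round minus 96-well. For 96-well minus round, Wnt genes called in butterfly microwells and among the 56 had log2 fold changes of 1.76 (*WNT8B*), 1.29 (*WNT4*) and 0.83 (*WNT1*). Those of *WNT7B*, *WNT5A* and *WNT2B* were 0.31, 0.20 and -0.08. Their adjusted p from edgeR ran from 0.0697 (*WNT4*) to 0.901 (*WNT2B*).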

## Discussion

During the past decade, various in vitro strategies have been developed to study human brain development [41]. Among these, recently developed hCO systems are particularly advantageous due to their ability to capture important brain regions and cell types [2, 3]. While the primary focus in the field has been on identifying appropriate soluble factor cocktails to drive hCO formation, the present work provides a pilot analysis dedicated to the evaluation of geometric confinement effects on hCO development. This work also extends prior work investigating mechanobiological and shape-based influences on stem cell differentiation in two-dimensional systems to human three-dimensional organoids.

Our analysis comparing the microwell growth environment to 96-wells (Figs. 3, 4) showed apparent differences between transcriptional profiles including the stark downregulation of pluripotency markers, mesoderm, retina associated genes and mesenchymal fates in all microwell hCOs. Although, the microwell parameters were optimized with rigorous calculations and experimentation of several different conditions, these overall changes could be due simply to the confined geometric environment in the microwells compared to the unconfined U-bottom 96-well plates and the inherent material specific differences. In fact, material properties have previously been shown to affect cell fate decisions [42]. While agarose is a non-toxic material widely used in cell culture studies [43], the distinct surface or chemical properties between poly-styrene (96-wells) and agarose (microwells) may contribute to the transcriptomic differences observed in this study and make any comparisons between 96-well and microwell plates difficult. Therefore, in this study, the shape-related analysis was limited only to the hCOs grown in microwells, and the round microwells was used as the control group. In addition, unlike the U-bottom 96-well plates, the microwells had flat bottoms due to the fabrication method. While concave microwells have been used by others [28], their effects on differentiation in comparison to flat-bottomed wells, and in the context of shape, have not been investigated. Future studies could revise the fabrication methods used in this study to fabricate concave microwells to eliminate the potential transcriptomic differences that could result.

All of the non-spherical shapes investigated in this study showed similar patterns of differential gene expression compared to round microwells (Figs. 5, 6). However, these changes, including the mechanotransduction-associated genes, were more pronounced in butterfly shaped microwells, followed closely by the peanut microwells. 

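At day 20, 434 genes were higher and 25 lower than in round microwells in all of butterfly, peanut and C, where independent lists of these sizes would share 1.25 and 0.0171 genes. At day 10, 65 were higher in all 3, where independent lists would share 0.038, and 1 was lower, and at day 40 none was called in all 3. Independent lists leave out the round libraries that the 3 comparisons share. The day 10 count was 66 with both directions together, 3 without round replicate 2 and 2 without round replicate 3. Across all tested genes, the log2 fold changes of butterfly and peanut had a Pearson correlation of 0.738 at day 10, 0.942 at day 20 and 0.846 at day 40, those of butterfly and C of 0.775, 0.849 and 0.774, and those of peanut and C of 0.873, 0.888 and 0.774. These are correlations across genes, which are not independent replicates, and in data simulated without any effect of shape the shared round libraries alone gave 0.491 for butterfly and peanut at day 10. *PRSS56* was called in all 3 shapes at day 10, and *UTF1*, *TBR1* and *TRIM67* at day 20. *TRIM67* had log2 fold changes of -4.64, -4.97 and -1.80 at day 20 (standard errors 0.48, 0.49 and 0.40), and the C call was lost in a fit of those 2 groups alone. The day 20 count was 459 with both directions together, 248 without round replicate 3 and 200 in fits of 2 groups alone.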

C shape microwells showed the closest transcriptional profile to the round microwells. Interestingly, this pattern correlates with the number of deformation points applied to EBs in each geometry. Future work could fine tune these shapes to achieve uniformity across all other parameters and specifically control for the number of deformation points. In addition, simulations or molecular force sensors [44] could be used to determine shape-dependent stress localizations in different geometries. Comparing similar geometries with slightly different parameters such as size, curvature, and major over minor axis ratios could help elucidate the specific shape-related bases of these transcriptional differences.

Among the differences we observed across shapes, the stark upregulation of dorsal MGE marker *SST* at day 10 followed by other hallmark MGE markers such as *NKX2-1*, *DLX1/2*, *GAD1* and *SLC32A1* (also known as *VGAT*) were the most notable changes. Coupled with the downregulation of cortical markers such as *TBR1*, *NEUROD2/6* and *EMX1/2*, this pattern in non-spherical shapes resembled the previously described MGE [7] and ventral forebrain hCOs [9, 10]. Interestingly, while the whole brain hCO differentiation protocol followed in this study [6, 23] enables the generation of multiple different brain regions, dorsal cortical regions are more frequently identified compared to ventral fates [6, 41, 45]. Thus, shape could provide a new means with which to tune the dorsal–ventral specification of hCOs.

Future work could investigate in greater depth the molecular mechanisms by which shape guides hCO development and, in particular, how geometrical deformations increase MGE and ventral fates. Here we observed that geometrical deformations led to upregulation of integrin, Wnt, and Delta-related genes. While Wnt is typically thought to promote dorsal fates, there are multiple Wnt signaling pathways, some of which are associated with ventral fates as well including Wnt 5a/7a/7b [46]. hCOs could provide a highly tractable system to functionally dissect the roles of the different Wnt family members on regional specification. Similarly, there are many integrins and pairings of integrin receptors. 

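*ITGA9* (ENSG00000144668, chromosome 3 from 37452115 to 37823507), which encodes integrin α9, was at 7.43 ± 1.55 CPM in round microwells of day 10 and 11.1 ± 3.70, 9.52 ± 3.99 and 9.52 ± 1.74 CPM in butterfly, peanut and C microwells. Its log2 fold changes were 0.58, 0.36 and 0.36 (standard errors 0.29, 0.29 and 0.29, adjusted p = 0.156, 0.496 and 0.596 from edgeR), none past the test on total gene reads. On exon reads alone the butterfly value was 2.13 (adjusted p = 0.0115 from edgeR). *ITGB6* (ENSG00000115221, chromosome 2 from 160099667 to 160200313), which encodes integrin β6 of epithelia, was at 0.414 ± 0.572 and 1.73 ± 0.500, 3.97 ± 2.31 and 4.49 ± 1.39 CPM. *ITGB6* had log2 fold changes of 2.05, 3.25 and 3.43 (standard errors 0.86, 0.83 and 0.83, adjusted p = 0.0957, 0.0405 and 0.0506 from edgeR). The peanut call was lost without round replicate 2 or 3, and in C microwells DESeq2 gave an adjusted p of 0.0227. The levels of *ITGB6* are low, so that a few reads set each fold.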

Here we saw upregulation of integrins α9 and β6 in geometrically perturbed microwell hCOs. These could serve as initial targets to investigate using specific agonists, antagonists or genetic approaches. Finally, Delta-like genes were also upregulated in hCOs grown in butterfly microwells suggesting multiple pathways may be involved in transducing geometrical perturbations. Further validation studies with immunohistochemistry will be needed to confirm these changes at the protein level. It is also not clear that transcriptomic changes in mechanotransductive components are necessary to transduce geometrical perturbations, and the possibility that these changes may be compensatory due to a reduction in the stimulation of these pathways should also be considered. Overall, these results present several avenues for future detailed mechanistic studies, and they could reveal key insights into mechanobiological regulation of neurodevelopmental while also enhancing the engineering of hCOs as an experimental model.

## Conclusions

Here, we used agarose microwells to control EB shapes and generated whole brain hCOs from these EBs to investigate the effects of early spatial regulation on transcriptomic changes during brain region specification.

Our results showed that gross morphological and transcriptional changes related to hCO differentiation were similar between 96-well and microwell hCOs, indicating that the microwell growth environment did not significantly affect the overall neural differentiation or viability of the hCOs (Figs. 1, 2). However, investigating individual developmental time points and comparing across 96-well and microwell conditions more closely revealed notable differences in genes associated with pluripotency, mesoderm, MGE, retina and cortical development, and epithelial and mesenchymal fates (Fig. 3), implying that the microwell growth environment and material may bias lineage commitment in neurodevelopment and that round microwells were necessary as an appropriate control to specifically parse geometrical effects. Furthermore, we found that the direction and intensity of this transcriptional bias was associated with the starting EB shapes (Figs. 4, 5). The butterfly shape showed the most noticeable differences, followed closely by the peanut shape. Among other notable differences, round microwells exhibited a potential delay in the kinetics of neurodevelopment, and our results also demonstrated that non-spherical shapes may favor the development of MGE-associated brain regions and cell types over cortical regions (Fig. 5). Finally, we identified integrins, Wnt, and Delta-like pathway genes were differentially expressed specifically as a result of microwell shape and not due to any difference in tissue culture plastic versus agarose (Fig. 6). These indicate potential mechanistic pathways that could be transducing geometrical signals and warrant further pharmacological and genetic investigation.

The findings presented here suggest a role for mechanobiological factors in brain region specification and hCO development. Uncovering how fate decisions are tied to these early spatial changes could provide a better understanding of how embryonic morphogenetic processes are orchestrated. In addition, we believe that these results not only offer a new perspective to advance our biophysical and molecular understanding of human brain development, but also pave the way for new experimental directions to refine the engineering of in vitro model systems and organoids.

## Methods

### Agarose microwell device fabrication

Shapes were designed using Autocad (Autodesk) and photomasks were printed using Fineline Imaging printing services. The silicon wafer with these shapes was fabricated using photolithography [47]. Briefly, molds were fabricated by coating SU-8 2150 photoresist with a Laurell spin coater at 500 rpm for 7 s then at 1000 rpm for 35 s. Following photolithography, agarose microwells were fabricated by replica-molding (Fig. 1a) (Additional file 1: Fig. S1A–B) [35]. Briefly, using a 10 cm circular stencil, a 1 cm layer of 2% agarose in PBS was poured onto the silicon wafer. Following this, air bubbles were removed by degassing and agarose was cooled at room temperature for 30 min to allow for congealing. Then, the agarose disc was gently removed and placed into a sterile 6-well culture plate, with the imprinted patterns facing upward. A cut pipette tip was placed on the pattern, so that roughly 80 patterned microwells were enclosed in the tip. With the pipette tip in place, warm agarose was poured in the remainder of the well. After the second layer of agarose cooled and congealed, the pipette tip was removed, leaving a small enclosure with shaped microwells (Fig. 1a) (Additional file 1: Fig. S1B). Then, 2 mL of 1 × PBS was added to the agarose device and it was sterilized under UV light overnight. Base surface area and height of microwells were 0.117 mm^2^ and 0.6 mm, respectively, to achieve a 0.07 mm^3^ total volume in the microwells.

### Cell culture and human cerebral organoid generation

Feeder-independent H9 human embryonic stem cells (hESCs) (WA09) were obtained from WiCell. Cells were maintained in tissue culture dishes (Fisher Scientific Corning Costar) coated with 0.5 mg/cm2 Vitronectin (VTN-N) (Thermo Fisher Scientific) in E8 medium (Thermo Fisher Scientific) and passaged using standard protocols. 96-well and microwell human cerebral organoids (hCOs) were generated using the same pool of hESCs and differentiated using the same protocol as described [6, 23]. Number of cells seeded per well was experimentally optimized for successful generation of EBs in microwells. For each microwell device, 60 μL of hESC suspension at 32,000 cells/well was pipetted into the microwell enclosure using a cut p200 tip. The device was gently placed into the incubator for 5 min to allow cells to settle into the microwells. After 5 min, 2.5 mL media was slowly added to the wells avoiding the disruption of the seeded cells in the microwells. Media was changed every 12 h for the first 3 days with fresh hESC medium with basic fibroblast growth factor (bFGF) (Invitrogen) and ROCK inhibitor (Y-27632, LC laboratories) for all hCOs (microwell and 96-well). All cells and hCOs were maintained in a humid incubator at 37 °C with 5% CO_2_. After 5 days all hCOs were transferred into low-attachment 24-wells plates (1 hCO/well) and the remainder of the previously described whole brain organoid protocol was followed [6, 23].

### Total RNA extraction and sequencing

For RNA extraction the following samples were collected from three independent culture plates: 10 pooled hCOs for day 10 samples, 6 pooled hCOs for day 20 samples, and 4 pooled hCOs for day 40 samples. hCOs were washed 3 times in cold PBS. Total RNA was extracted as previously described [48]. Briefly, Matrigel was dissolved by incubating the hCOs in chilled Cell Recovery Solution (Corning, cat. no. 354253) for 1 h at 4 °C. The dissolved Matrigel was removed by rinsing 3 times in cold PBS. Total RNA was isolated using Direct-zol RNA MicroPrep Kit (Zymo Research) according to the manufacturer’s protocol. RNA samples were collected in 2 mL RNAse-free tubes and chilled on ice throughout the procedure. Bulk RNA was sequenced using DNB-seq PE100 platform (BGI).

### RNAseq analysis

Raw FASTQ formatted sequence reads were imported into CLC Genomics Workbench (version 20.0.2, QIAGEN Digital Insights). Adaptor sequences and bases with low quality were trimmed and reads were mapped to the reference genome (GRCh38.102) using the RNAseq analysis tool with the default parameters recommended for RNAseq analysis. Principal component analysis and differential expression analysis were performed using ‘PCA for RNAseq’ and ‘Differential Expression for RNA-seq’ toolsets. ‘Wing’ like patterns observed in volcano plots reflect the mathematical relationship between fold change and p-values. This was exposed in our data set due to the number of replicates that were used, and the genes that appeared in these regions were not included in the analyses. Heatmaps were generated using Euclidean distance with complete linkage. The top 10,000 features with highest coefficients of variance were displayed. Significance was selected as log_2_(fold change) ≥|1.5| in expression between comparison groups with a threshold false discovery rate (FDR) adjusted *p*-value < 0.05. All sequencing data passed default quality filters for the CLC Genomic Workbench version 20.0.2 RNA-Seq pipeline analysis (sequencing statistics summary available upon request). FASTQ sequencing files and sample metadata are publicly available under the Gene Expression Omnibus (GEO) accession GSE167208.

Ingenuity Pathway Analysis (IPA, version 60467501, QIAGEN Digital Insights) was used to predict activated or inhibited biological functions. Differentially expressed genes with log_2_(fold change) ≥|1.5|, FDR *p*-value < 0.05, maximum mean reads per kilobase of transcript per million mapped reads (max mean RPKM) ≥ 10 (Fig. 2) and max mean RPKM ≥ 5 (Figs. 3, 4, 5) were used in IPA. Statistical z-score (≥ 2 for activation and ≤ -2 for inhibition) was used to identify the predicted activity status of significant (FDR *p*-value < 0.05) biological functions. Cancer related biological functions were excluded from the analyses.

## Supplementary Information

**Additional file 1**. Supplementary figures S1-5. Extended data related to main figures 1-5, with legends.

**Additional file 2**. PDF version of AutoCAD (DWG) file related to main figure 1. Schematic files for the designs of the microwells.

**Additional file 3**. PDF version of AutoCAD (DXF) file related to main figure 1.Schematic files for the designs of the microwells.

**Additional file 4**. Excel file related to main figure 6. Extended list of mechanotransduction-associated genes investigated in this study.

## Data Availability

The datasets generated and/or analyzed during the current study are available from the corresponding author upon reasonable request. The bulk RNA seq data reported in this paper is publicly available under GEO accession GSE167208 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE167208).

## Abbreviations

hCO: Human cerebral organoid
EB: Embryoid body
MGE: Medial ganglionic eminence
SHH: Sonic hedgehog
IPA: Ingenuity Pathway Analysis
RNAseq: RNA sequencing
PDMS: Polydimethylsiloxane
FDR: False discovery rate
RPKM: Read per kilobase of transcript per million mapped reads
VTN-N: Vitronectin
hESC: Human embryonic stem cell
bFGF: Basic fibroblast growth factor

# Supplementary material for: Effects of early geometric confinement on the transcriptomic profile of human cerebral organoids
**Source:** BMC Biotechnol. 2021 Oct 12;21:59. doi: 10.1186/s12896-021-00718-2
**Supplement:** Supplementary file 1 — Additional file 1. Supplementary figures S1-5. Extended data related to main figures 1-5, with legends.

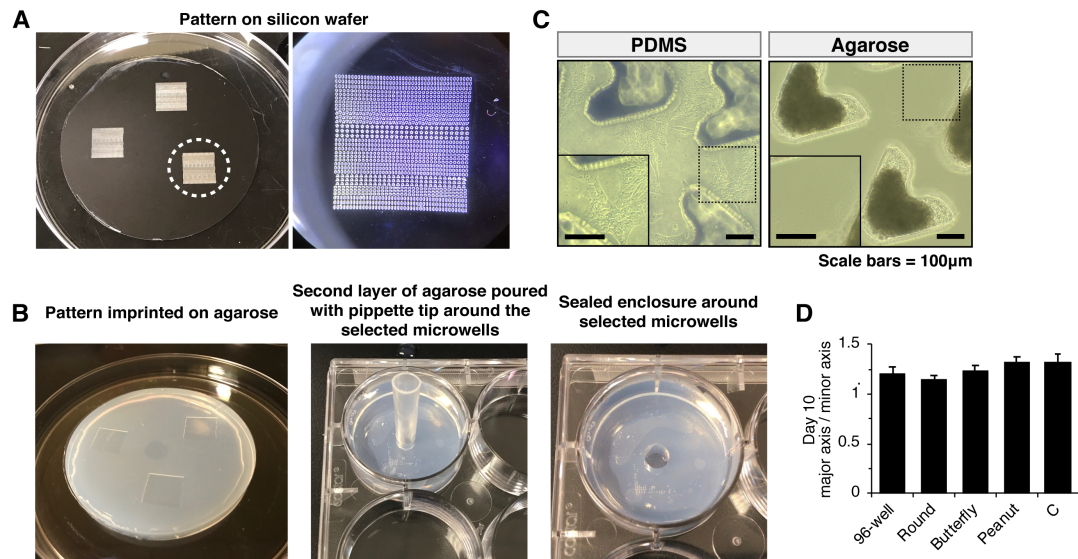

Figure S1. Related to Figure 1. Microwell device fabrication process and hCO size comparison at day 10.

A) Images from silicon wafer mold (right) Image of the dotted outline area from (left).

B) Images from agarose microwell fabrication process.

C) Major/minor axis ratios of 10 day hCOs. n=50 hCOs per shape. Error bars = 95% confidence intervals.

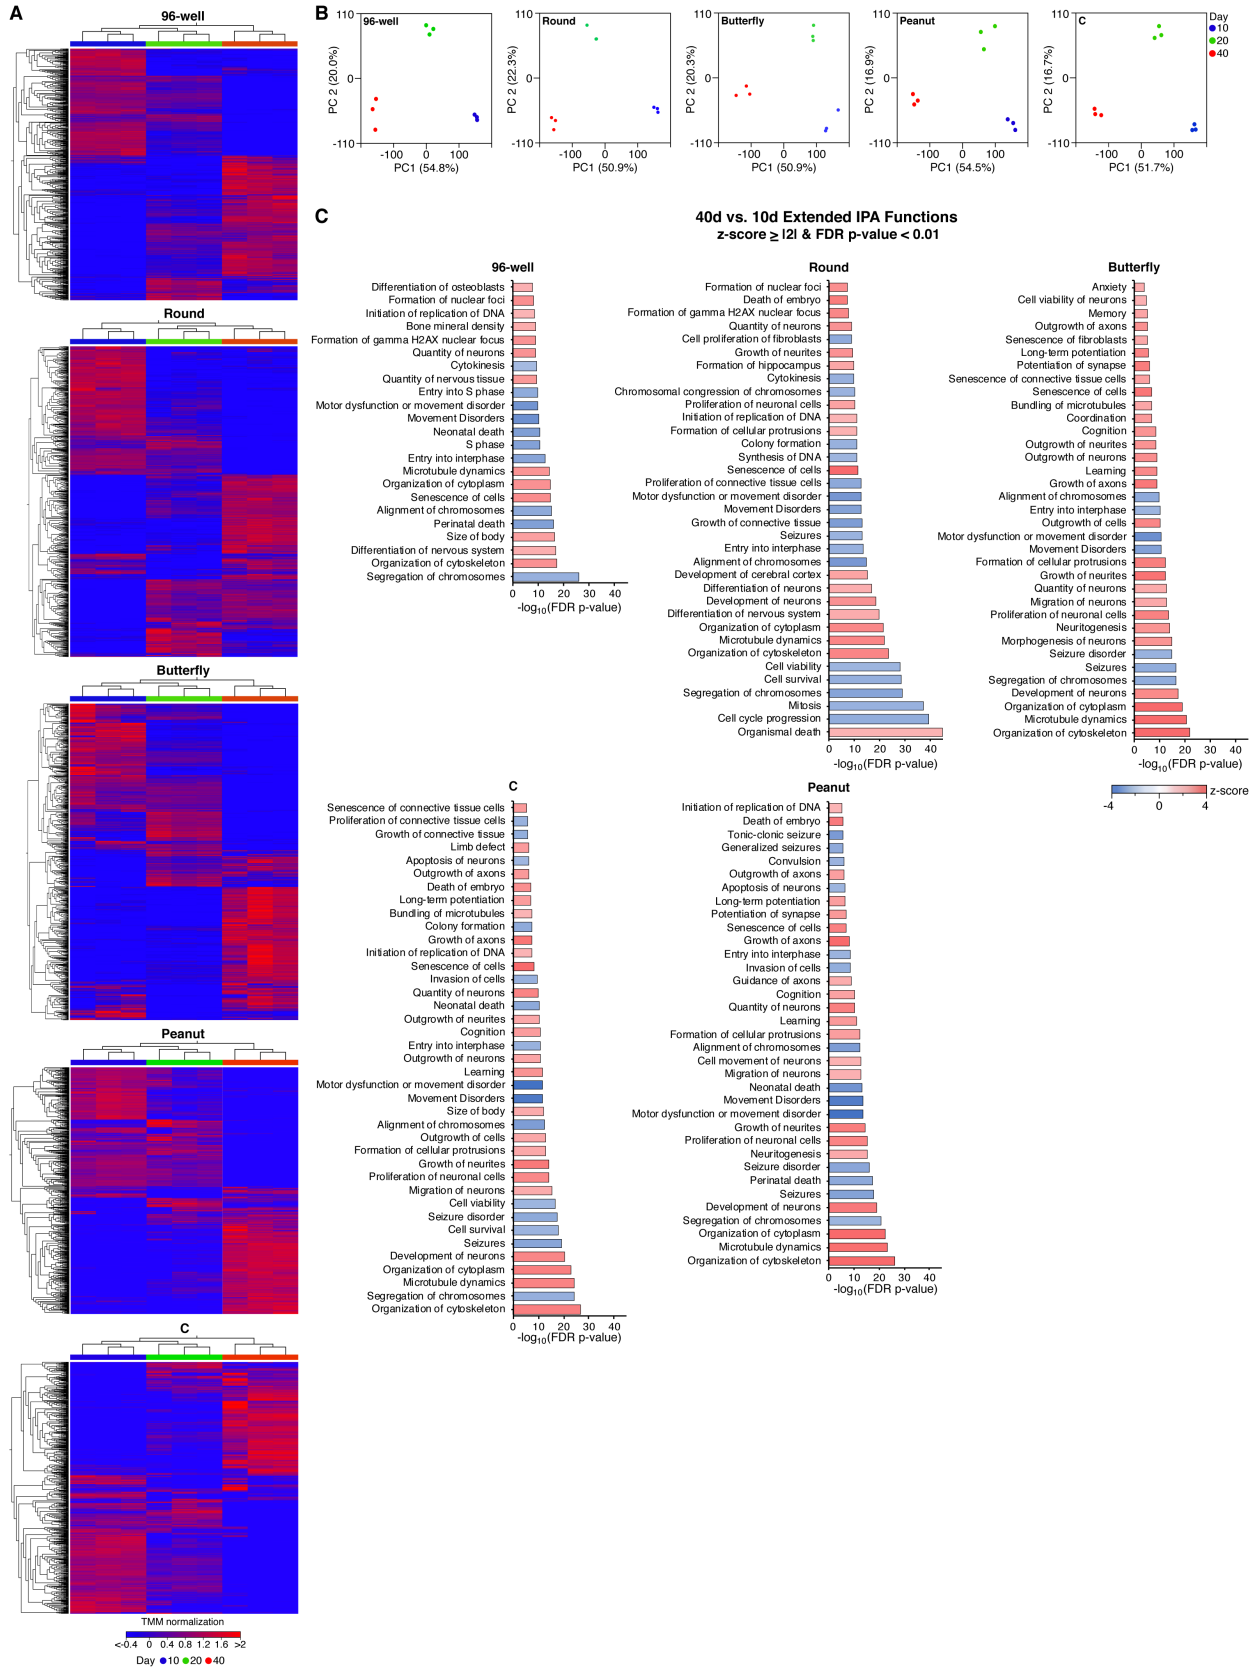

Figure S2. *Related to Figure 2.* Time-course heatmaps, PCA plots and the extended list of biological functions during hCO differentiation in all microwell and 96-well conditions.

(A-C) n=3 biological replicates for each condition with 4-10 hCOs in each replicate.

A) Time-course heatmaps for all microwell shapes and 96-wells. Generated with CLC genomics workbench (version 20.0.2) using trimmed mean of M values (TMM) normalization method and Euclidean distance with complete linkage displaying a fixed number of 10,000 features with the highest coefficient of variance.

B) Time-course PCA of gene expression during hCO differentiation for all microwell shapes and 96-well conditions.

C) Extended list of biological functions between days 40 and 10 of hCO differentiation with z-score $\geq |2|$ and FDR p-value < 0.01 identified through IPA analysis. Differentially expressed genes with FDR p-value < 0.05 , $\log_2(\text{FC}) \geq |1.5|$ and max mean RPKM ≥ 10 were used in this analysis. 

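With a highest group mean RPKM of at least 10 added to the thresholds, edgeR called 823 genes between days 40 and 10 in 96-well hCOs, 863 in round, 636 in butterfly, 807 in peanut and 787 in C microwells. *APOC3* (ENSG00000110245, chromosome 11 from 116829706 to 116833072) is an apolipoprotein of liver. *APOC3* was among them in 96-well hCOs, at 0.0161 ± 0.0280 CPM at day 10 and 137 ± 103 CPM at day 40, and in butterfly microwells it was at 0.0162 ± 0.0280 and 53.5 ± 40.0 CPM. The spread at day 40 between replicates of one condition was nearly as large as its mean.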

809 (96-well), 877 (Round), 621 (Butterfly), 807 (Peanut) and 788 (C) genes met this criteria.

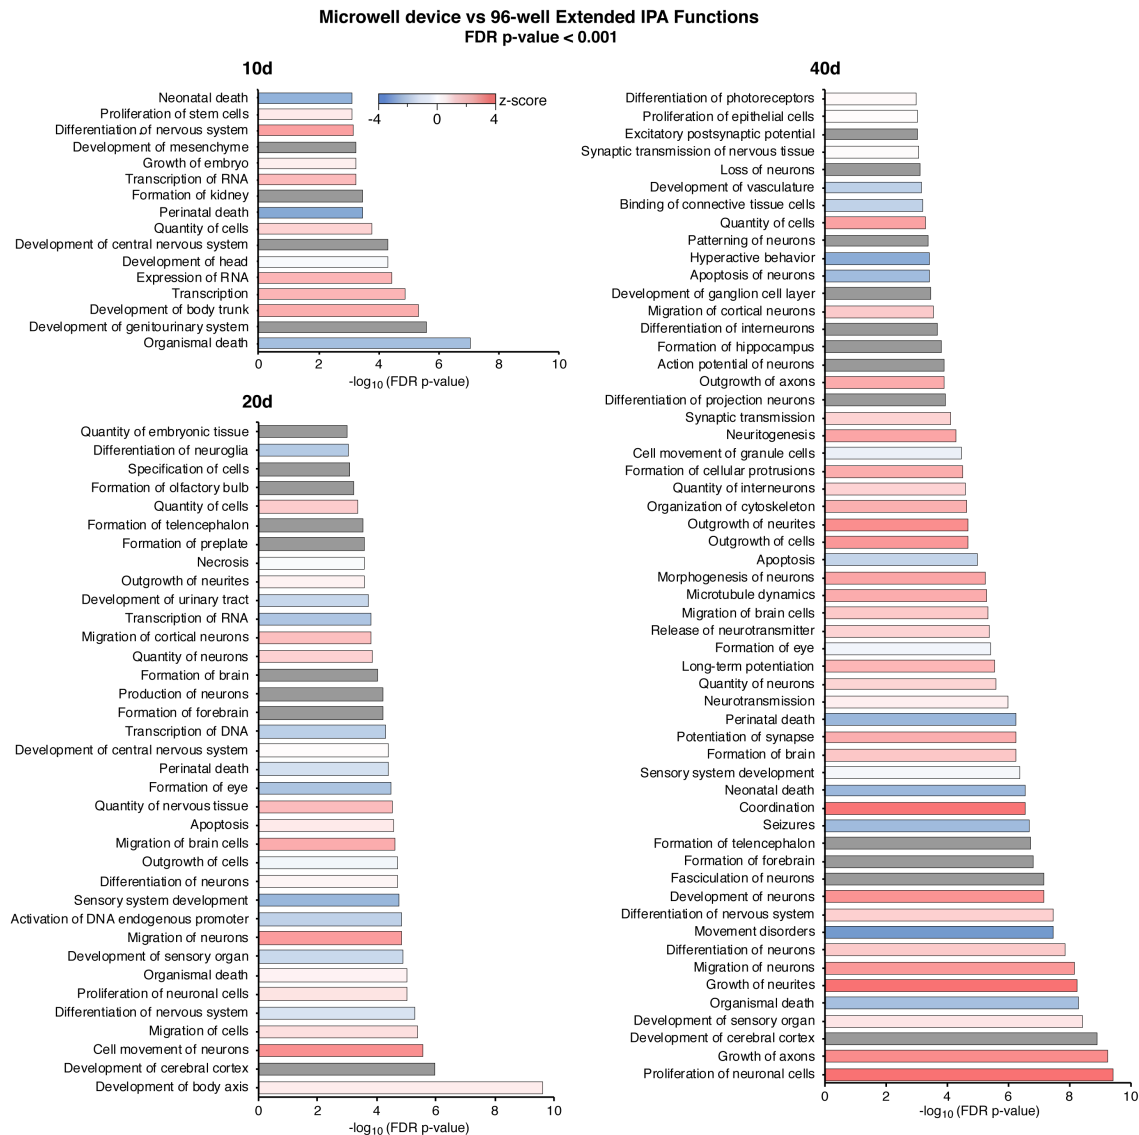

Figure S3. Related to Figure 3. Extended list of biological functions between microwell device and 96-well plate.

Functions with FDR p-value < 0.001 identified through IPA analysis are listed. Differentially expressed genes with FDR p-value < 0.05, $\log_2(\text{FC}) \geq |1.5|$ and max mean RPKM ≥ 5 were used in this analysis. Gray bars indicate no z-score was calculated. n=12 biological replicates for microwell device (all shapes) with 4-8 hCOs in each replicate, n=3 for 96-well plate with 4-8 hCOs in each. 51 (day 10), 56 (day 20) and 166 (day 40) genes met this criteria.

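With a highest group mean RPKM of at least 5, edgeR called 26 genes between pooled microwells and 96-well hCOs at day 10, 35 at day 20 and 155 at day 40. *AQP1* (ENSG00000240583, chromosome 7 from 30911853 to 30925517), a water channel of choroid plexus and endothelium, was at 10.5 ± 9.32 CPM in microwells and 70.7 ± 15.9 CPM in 96-well hCOs of day 20. Its call was lost when any 1 of the 3 96-well libraries was left out. *ATP6V1B1* (ENSG00000116039, chromosome 2 from 70935900 to 70965431), a proton pump subunit, was lower at day 40, with a log2 fold change of -3.84 (standard error 0.45, adjusted p = 5.96e-05 from edgeR).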

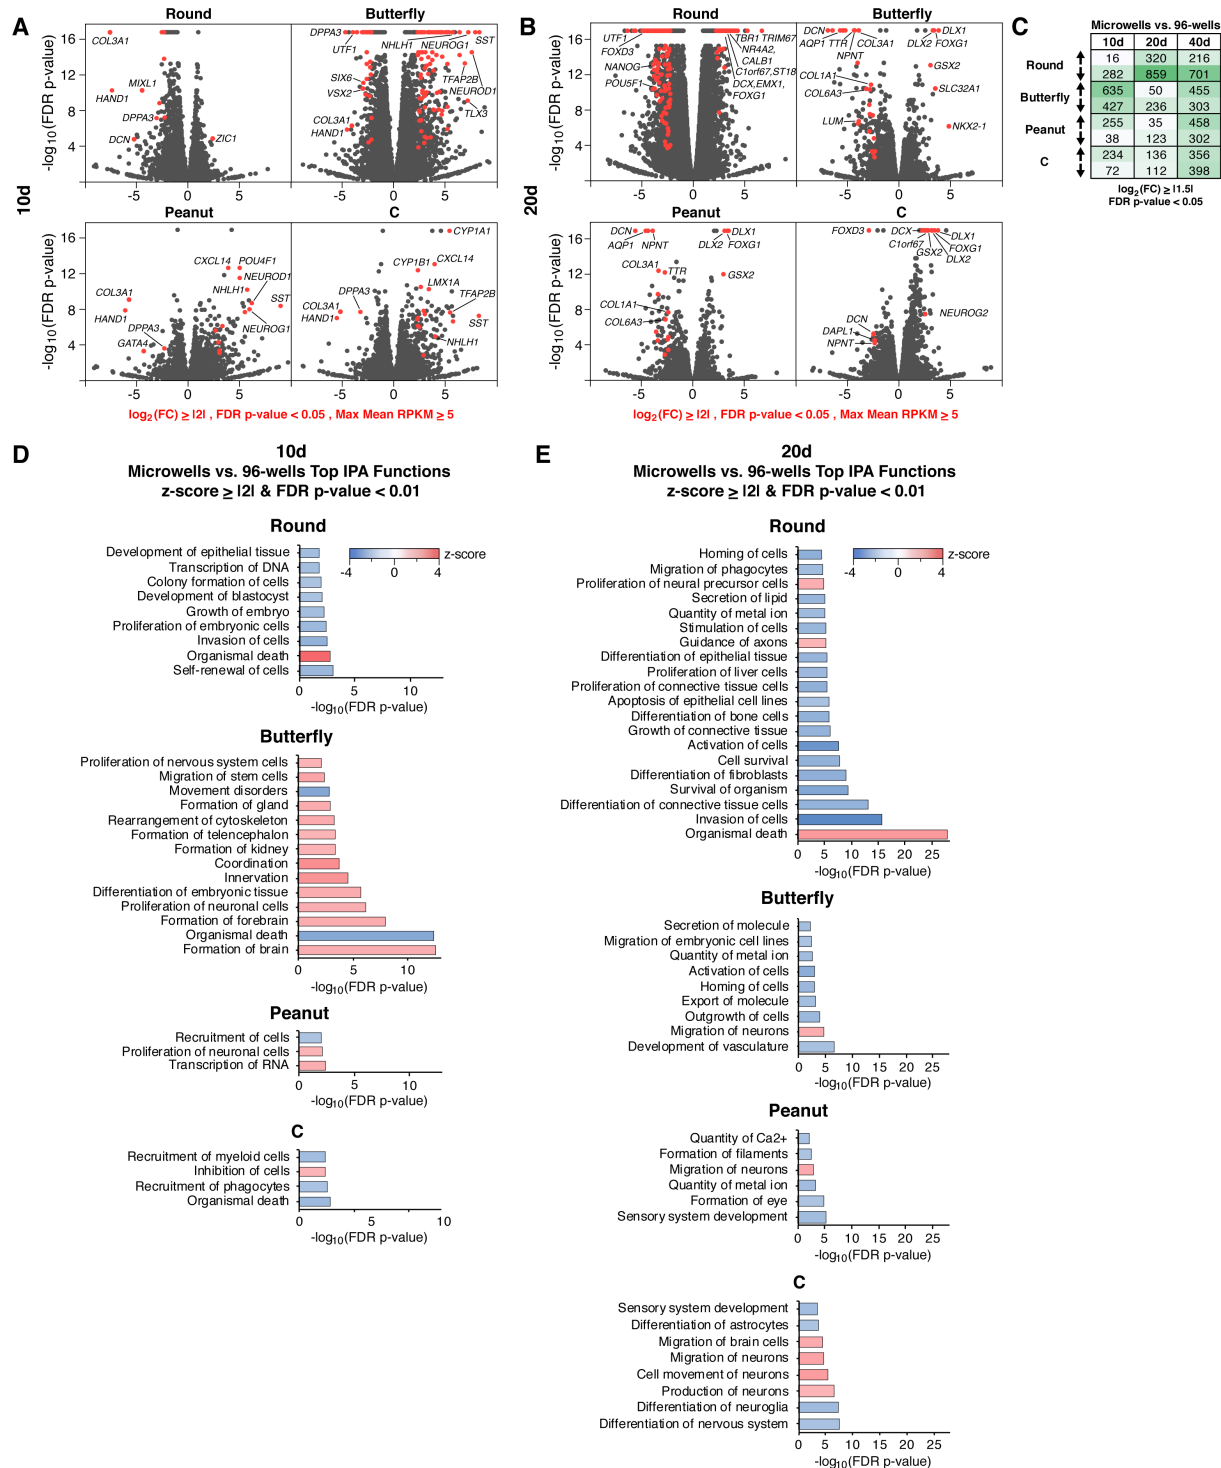

Figure S4. Related to Figure 4. Volcano plots and top biological functions between individual microwell shapes and 96-wells at day 10 and 20.

A) Volcano plots of differentially expressed genes between individual microwell shapes and 96-wells at 10 days. Red highlighted genes: FDR p-value < 0.05 , $\log_2(\text{FC}) \geq |2|$ and max mean RPKM ≥ 5 .

B) Volcano plots of differentially expressed genes between individual microwell shapes and 96-wells at 20 days. Red highlighted genes: FDR p-value < 0.05 , $\log_2(\text{FC}) \geq |2|$ and max mean RPKM ≥ 5 .

C) The number of differentially expressed genes between individual microwell shapes and 96-wells with FDR p-value < 0.05 and $\log_2(\text{FC}) \geq |1.5|$.

D) Top biological functions between individual microwell shapes and 96-wells at 10 days with z-score $\geq |2|$ and FDR p-value < 0.01 identified through IPA analysis. Differentially expressed genes with FDR p-value < 0.05 , $\log_2(\text{FC}) \geq |1.5|$ and max mean RPKM ≥ 5 were used in this analysis. 49 (Round), 209 (Butterfly), 23 (Peanut) and 30 (C) genes met this criteria.

E) Top biological functions between individual microwell shapes and 96-wells at 20 days with z-score $\geq |2|$ and FDR p-value < 0.0 identified through IPA analysis. Differentially expressed genes with FDR p-value < 0.05 , $\log_2(\text{FC}) \geq |1.5|$ and max mean RPKM ≥ 5 were used in this analysis. 49 (Round), 209 (Butterfly), 23 (Peanut) and 30 (C) genes met this criteria. 453 (Round), 51 (Butterfly), 35 (Peanut) and 38 (C) genes met this criteria.

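At day 20 with the same minimum level, edgeR called 421 genes in round, 39 in butterfly, 21 in peanut and 34 in C microwells against 96-well hCOs. *GDF15* (ENSG00000130513, chromosome 19 from 18374731 to 18389176), a cytokine of cell stress, was at 3.64 ± 2.16 CPM in round microwells and 115 ± 15.4 CPM in 96-well hCOs. *GDF15* had a log2 fold change of -4.97 (standard error 0.31, adjusted p = 1.20e-06 from edgeR). *POSTN* (ENSG00000133110, chromosome 13 from 37562583 to 37598844) is a matrix protein of mesenchyme. *POSTN* was at 4.91 ± 3.43 CPM in butterfly microwells and 118 ± 36.3 CPM in 96-well hCOs, one of -4.58 (standard error 0.69, adjusted p = 0.00299 from edgeR).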

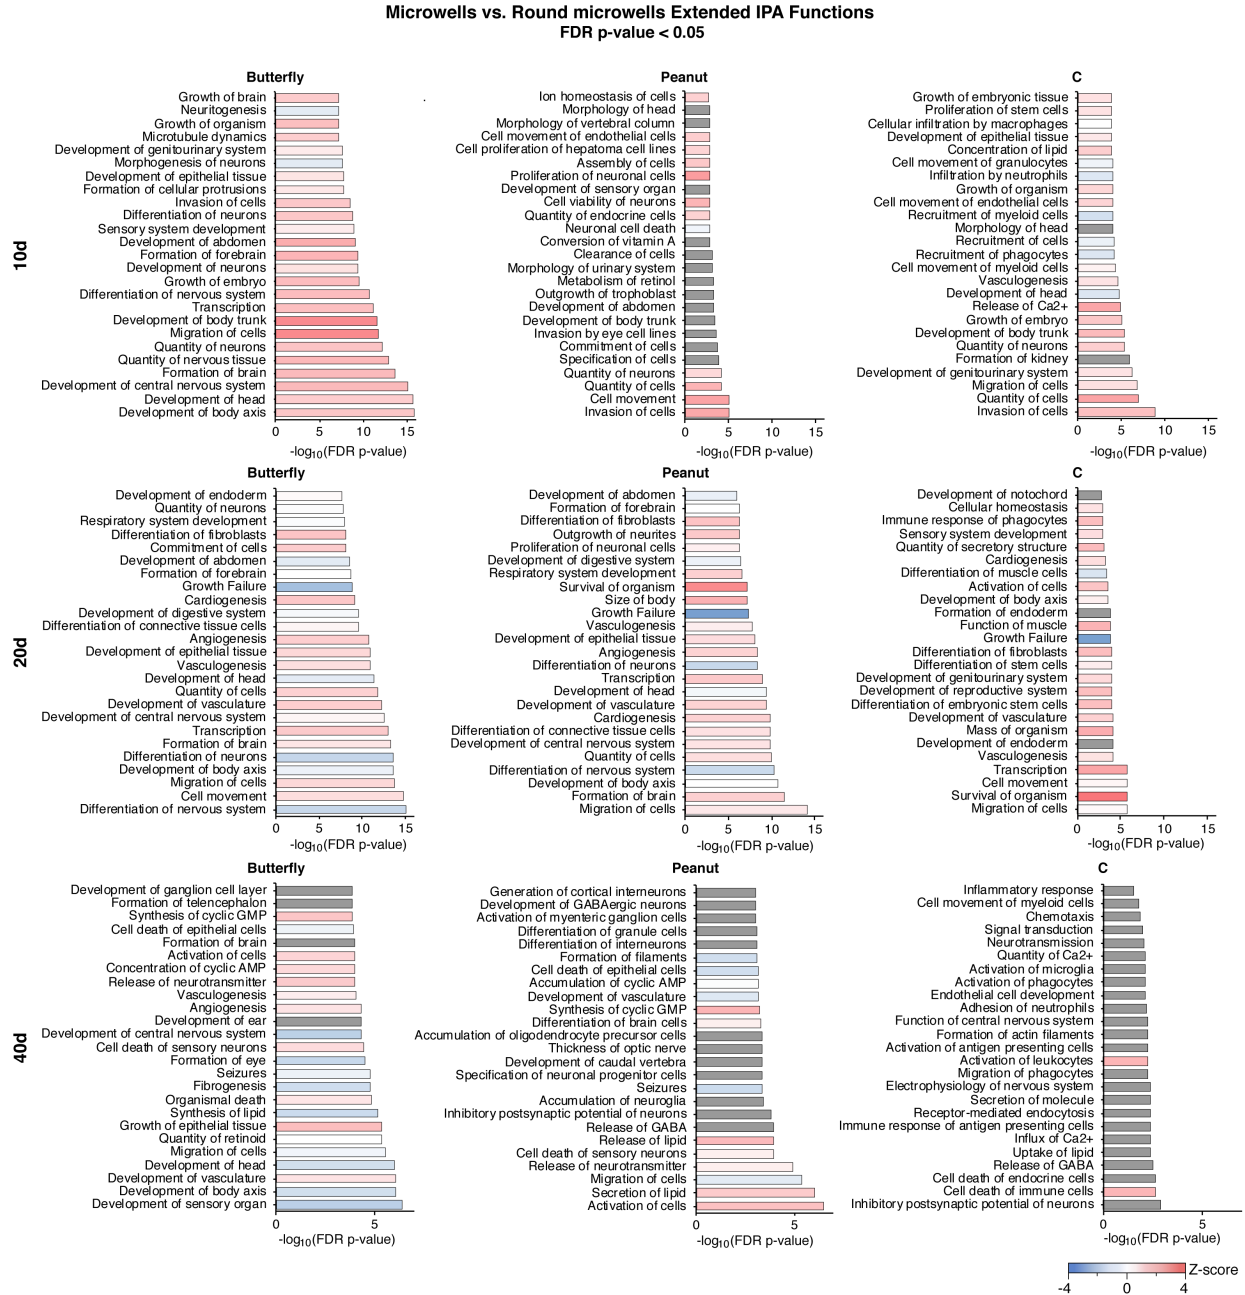

Figure S5. Related to Figure 5. Extended list of biological functions between individual microwell shapes and round microwells.

Functions with FDR p-value < 0.05 identified through IPA analysis. Differentially expressed genes with FDR p-value < 0.05, $\log_2(\text{FC}) \geq |1.5|$ and max mean RPKM ≥ 5 were used in this analysis. 149 (Butterfly), 28 (Peanut) and 35 (C) genes met this criteria in day 10 hCOs. 286 (Butterfly), 266 (Peanut) and 88 (C) genes met this criteria in day 20 hCOs. 

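At day 40 with a highest group mean RPKM of at least 5, edgeR called 69 genes in butterfly and 17 in peanut microwells against round, and none in C microwells. *S100A14* (ENSG00000189334, chromosome 1 from 153614255 to 153616986) is a calcium-binding protein of epithelia. *S100A14* was called in the first 2, at 11.1 ± 5.51 and 11.7 ± 5.97 CPM against 0.945 ± 0.385 CPM in round microwells (adjusted p = 0.0173, 0.0246 and 0.217 from edgeR). Both calls were lost without round replicate 2 or 3. *IGF1* (ENSG00000017427, chromosome 12 from 102395874 to 102481744), a growth factor of mesenchyme and other tissues, had a log2 fold change of -2.79 (standard error 0.66, adjusted p = 0.0354 from edgeR) in peanut microwells. Its call was lost without round replicate 1, 2 or 3.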

106 (Butterfly), 69 (Peanut) and 10 (C) genes met this criteria in day 40 hCOs. Gray bars indicate no z-score was calculated. n=3 biological replicates for each condition with 4-10 hCOs in each replicate.

How the deposited data were processed for this re-analysis (not part of the article)

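Bulk RNA was measured in 45 libraries of human cerebral organoids from the established H9 line, 3 for each of 5 culture conditions (96-well plates and round, butterfly, peanut and C microwells) at days 10, 20 and 40. Each library is a pool of hCOs, collected from independent culture plates, so that the spread between replicates is that between such pools.

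The authors trimmed adaptors and low-quality bases, mapped the reads to GRCh38 with CLC Genomics Workbench and deposited one table per library, whose counts are raw reads per gene, given as total gene reads, unique gene reads, exon reads and intron reads. The deposited RPKM values were made by the authors from exon reads, exon length and the mapped reads of the library. Counts were used for every test, and RPKM only for the minimum levels that the study states. The strand setting of the mapping is not given in the sources used here.

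Tables held 21452 genes, 19937 of them protein coding. Total gene reads per library ran from 21369938 to 22791709 (median 22047838), so depth differed little between groups, and genes with a few reads per library have uncertain fold changes.

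Tests were run in R 4.3.3 with edgeR 4.0.16, which normalizes by TMM and fits a quasi-likelihood model to the total gene reads of genes kept by its filter (minimum count 10, minimum total 15). Tables were read and written with data.table 1.17.8, Python 3.11.15 and pandas 2.3.3, and figures drawn with matplotlib 3.10.9. A gene was called at an FDR below 0.05 and an absolute log2 fold change of at least 1.5, and a member of a list was counted at an FDR below 0.05 whatever its fold change. For the mechanotransduction genes the FDR was 0.01 and the highest group mean RPKM at least 0.5. Principal components used log2 CPM with a prior count of 2.

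Days were compared in a fit of the 9 libraries of each condition. All microwells were compared with 96-well plates in a fit of the 15 libraries of a day, 12 against 3, and single shapes in a fit of the same 15 libraries in 5 groups. The difference between days 10 and 20 in the effect of shape was tested in the 24 microwell libraries of those days. Each fit scales its own libraries, so that the CPM of one library differs slightly between fits.

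The samples, the comparisons, the alternatives, the rule for named genes and the 37 lists of marker genes were set before the data were examined, with the study's figures already seen. The lists cover pluripotency, mesoderm and mesendoderm, endoderm and liver, neural crest, neural progenitors, intermediate progenitors, neurons, synapse, sensory neurons, cerebral cortex, medial and lateral ganglionic eminence, roof plate and cortical hem, floor plate, midbrain, hindbrain and spinal cord, choroid plexus, retina and eye, epithelium, mesenchyme, extracellular matrix, endothelium, muscle, microglia, astrocytes and oligodendrocytes, axon guidance, cell division, immediate early genes, hypoxia and glycolysis, stress of the endoplasmic reticulum, p53 and senescence, metallothioneins, mitochondrially encoded genes, and targets of Wnt, Notch, hedgehog and YAP signalling. Some genes are in more than one list.

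The text names genes that the study names for a comparison or shows in its marker panel, up to 4 members of a list with the largest change past the FDR, and for each comparison the 5 largest rises and 5 largest falls with a highest group mean RPKM of at least 5 and no overlap between groups. Where a gene outside this rule is named, it was chosen after its values were seen.

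Alternatives were DESeq2 1.42.0, RLE normalization, no filter, unique gene reads, the replicate number as a block, each library left out in turn, fits of only the 2 groups compared, the mean of 4 shapes in a 5-group fit, and the minimum RPKM of the study's pathway analyses (10 for days, 5 otherwise). For principal components they were genes centred without scaling and the 1000 genes of largest variance, and for the mechanotransduction genes an FDR of 0.05. Exon reads in place of total gene reads, and a pooled comparison without the round libraries, were added after the data had been seen. The fits were tested on simulated data with 200 changed genes in each of 6 comparisons. Of genes changed by a log2 of 2, 95 to 100% passed the FDR of 0.05 in the right direction, and of those changed by 3, 99 to 100%. Of the unchanged genes, 0 to 4 were called with the fold threshold added, and 3 to 16 passed the FDR alone. Counts within 1.5 times of each other were taken as alike. Groups were also redrawn from the same libraries, 10 ways for 3 against 3 and 100 for larger designs, and, after the results had been seen, each whole group was set apart from the others in turn.

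The study's pathway analyses, imaging and other measurements were not analysed here. Results of some genes are not reported here.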

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

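The tests of another day, of scaling and of the course, all tests for *SST*, those of tissue shares and those of whole groups were chosen only after the result was seen, and the test of other splits before, while 2 other tests of scaling, by the median fold change (set before) and by the balance of directions (set after), were dropped because TMM largely sets both, and in the test kept a bound of 0.5 plus 2 SD, which both patterns missed, was replaced by 2 SD once the values were seen.

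The effect of a non-spherical outline against round differed between days 10 and 20, by a test of that difference, in 609 genes whose log2 fold change against round was larger at day 20 and 688 in which it was smaller. Of 100 assignments of the 4 shapes among the 12 microwell libraries of each day, the real one included, 1 called as many, with 1297 for the real one and 997 for the highest other. Such assignments break up the groups, so they cannot exclude chance differences between whole groups. Another assignment that calls so many genes points to a structure of the samples. With whole groups kept and another shape in the place of round, 941 genes were called for butterfly, 0 for peanut and 0 for C, and 4 groups are too few for a share under 0.05.

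The round libraries of day 20 differed from every other group of that day. Libraries of another day are argued against, since 0 of the 3 lay within the range of the day 10 or day 40 libraries on an axis between those days, with positions of 61.4 ± 3.71 for round, 40.6 ± 2.43 for 96-well, 32 ± 0.625 for butterfly, 35.2 ± 4.37 for peanut and 48.8 ± 8.26 for C hCOs of day 20 (0 near day 10 and 100 near day 40), the highest C library at 57.7 and the lowest round one at 58.6. Scaling moves all genes of a library alike and is argued against, since between round and the other microwells the genes that rise in 96-well hCOs from day 20 to 40 and those that fall lay 1.93 apart on the log2 scale, over 2 SD from 0 (SD 0.78, and 1.89 with the factors of round doubled). A candidate explanation is that round hCOs were further along the course at day 20, since 84.3% of 1770 genes that change from day 20 to 40 in 96-well hCOs differed between round and the other microwells in that direction (75.1% of the rising and 94.3% of the falling genes, against 49.6% of all genes higher in round). On the third component of all 45 libraries (9.22% of the variance), the round libraries of day 20 lay at 90.34, 85.82 and 136.60. The libraries of day 10 lay there from -47.60 to 60.29 and those of day 40 from -60.99 to 19.30. Part of what set round apart at day 20 therefore lay off that course, and neither the axis nor the share of directions measures it. A faster course, more neural tissue or fewer undifferentiated cells, and a batch of these 3 libraries stay open, as no batch is given.

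*SST* at day 10 was higher in butterfly than in round microwells, at 60.1 ± 60.2 and 0.0591 ± 0.0512 CPM, while peanut and C did not pass this test (adjusted p = 0.0590 and 0.142 from edgeR) and peanut had most of its reads in replicate 1. A single butterfly library is argued against, as leaving out each took its FDR past 0.05 in 0 cases (0.0167, 0.00645, 0.00177 without replicates 1, 2 and 3), though DESeq2 gave no p-value for it, as it does where a count is extreme. A candidate explanation is neurons of sensory and hindbrain type, of whose list 8 of 11 members were higher. Of all 15748 genes tested, 2153 were higher in butterfly than in round and 3506 higher than in 96-well hCOs at that FDR. Cells of the medial ganglionic eminence stay open, since 2 of 11 other tested members of that list were higher in butterfly than in round and 4 of 11 higher than in 96-well hCOs, and whether the same cells express *SST* is open, since pools of whole hCOs were sequenced.

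Forebrain genes were higher in microwell than in 96-well hCOs at day 40, by log2 fold changes of 3.04 to 4.02 for the 8 genes the study names. These genes lay 1.54 from those of neurons and synapses in this difference, within 2 SD of 0 (SD 1.05). As both sets rose, that test cannot decide on scaling. In the same fit 16 of 18 mesenchymal and 16 of 23 endoderm and liver genes were lower and none was higher. The quartiles of their log2 fold changes were -1.40 and -0.886, and -2.07 and -1.41. These lists were set beside the 8 genes after the results were seen. As scaling moves all genes of a library alike, their values argue against it for the 8 genes. A smaller share of non-neural tissue cannot be told apart from a change within neural tissue, because 4 of the 8 rose by more than 2 standard errors over the upper quartile of 36 neuron and synapse genes (1.72, median 1.36), fewer than the 6 set to exclude it. More forebrain and less eye among neural cells may contribute, since 9 of 16 retina genes were lower while neuronal genes were higher. Other differences between culture in microwells and in 96-well plates were not tested.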

How the results depend on the processing

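Exon reads and the pooled comparison without round libraries were chosen after the data had been seen, and the other tests before. RLE normalization, no filter and unique gene reads moved none of the counts of called genes, both directions together, by over 1.5 times. Values in brackets are those reported, counts of genes unless a percent is named, and the cause was not tested. Which direction held more genes turned as follows, as higher and lower, with those reported in brackets. Day 40 to 20, 96-well (924 and 846) exon reads 927 and 960, without 96-well day 40 replicate 3 942 and 995, at RPKM 10 138 and 214. Day 40 to 10, 96-well (2738 and 1154) at RPKM 10 322 and 501. Day 40 to 10, round (2826 and 1185) at RPKM 10 368 and 495. Day 40 to 10, butterfly (2256 and 941) at RPKM 10 287 and 349. Day 40 to 20, peanut (1507 and 985) at RPKM 10 254 and 264. Day 40 to 10, peanut (2533 and 1197) at RPKM 10 356 and 451. Day 40 to 20, C (929 and 874) without C day 20 replicate 2 818 and 850. Day 40 to 10, C (2505 and 1234) at RPKM 10 362 and 425. Pooled microwells, day 10 (72 and 78) DESeq2 198 and 78, exon reads 93 and 73, without round replicate 1 84 and 72, without round replicate 2 146 and 72, without round replicate 3 126 and 72, 5-group mean 142 and 118, without round 250 and 58. Pooled microwells, day 20 (61 and 85) DESeq2 101 and 92. Pooled microwells, day 40 (263 and 214) without 96-well replicate 1 304 and 417, without 96-well replicate 2 202 and 217, without peanut replicate 3 237 and 240, 5-group mean 248 and 266. Butterfly to peanut, day 10 (103 and 75) without butterfly replicate 3 219 and 333. Butterfly to C, day 10 (46 and 33) without butterfly replicate 1 0 and 1, without butterfly replicate 2 2 and 7, without butterfly replicate 3 208 and 245, without C replicate 1 0 and 6, without C replicate 3 0 and 1. C to 96-well, day 40 (260 and 237) exon reads 316 and 332, without 96-well replicate 1 318 and 435, without C replicate 3 203 and 205. Butterfly to round, day 40 (150 and 130) 2 groups only 169 and 186, without butterfly replicate 2 120 and 161, at RPKM 5 27 and 42. Interaction (609 and 688) without round day 20 replicate 1 765 and 682. The replicate numbers do not pair the libraries, with correlations between residuals of the same number from -0.359 to 0.461 (median 0.012).

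With DESeq2 the values were pooled microwells, day 10 276 (150), peanut to round, day 10 238 (145), C to round, day 10 218 (121), butterfly to C, day 20 103 (51). Peanut to C, day 20 33 (7), peanut to round, day 40 181 (76), C to round, day 40 19 (0), butterfly to peanut, day 40 1 (0). Butterfly to C, day 40 9 (0), peanut to C, day 40 1 (0), all 3 shapes against round, day 10 108 (66), all 3 shapes against round, day 40 14 (0). Mechanotransduction, peanut to round, day 10 3 (0), mechanotransduction, C to round, day 10 2 (0), neural progenitors higher than 96-well, day 20 7 (4), intermediate progenitors higher than 96-well, day 10 3 (1). Sensory neurons higher than 96-well, day 10 2 (1), retina and eye lower than 96-well, day 20 1 (0), intermediate progenitors higher than round, day 10 3 (0), axon guidance higher than round, day 10 2 (0). With exon reads they were butterfly to C, day 20 29 (51), peanut to round, day 40 126 (76), mesoderm lower than 96-well, day 10 1 (2). With the replicate block they were peanut to C, day 20 11 (7), mechanotransduction, peanut to round, day 10 1 (0), mechanotransduction, C to round, day 10 1 (0), intermediate progenitors higher than 96-well, day 10 3 (1). Retina and eye lower than 96-well, day 20 1 (0), mesenchyme lower than 96-well, day 10 1 (2), mesenchyme lower than 96-well, day 20 2 (5).

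In fits of only the 2 groups compared they were C to round, day 10 218 (121), butterfly to peanut, day 10 0 (178), butterfly to C, day 10 0 (79), peanut to C, day 10 1 (0). C to round, day 20 215 (495), peanut to C, day 20 0 (7), peanut to round, day 40 151 (76), all 3 shapes against round, day 20 200 (459). Mechanotransduction, butterfly to round, day 10 1 (12), mechanotransduction, C to round, day 10 2 (0), mechanotransduction, 96-well to round, day 10 1 (0), pluripotency lower than 96-well, day 10 17 (10). Mesoderm lower than 96-well, day 10 1 (2), neural crest lower than 96-well, day 20 6 (3), intermediate progenitors higher than 96-well, day 10 3 (1), sensory neurons higher than 96-well, day 10 2 (1). Retina and eye lower than 96-well, day 20 2 (0), epithelium lower than 96-well, day 10 6 (3), epithelium lower than 96-well, day 40 1 (2), mesenchyme lower than 96-well, day 10 1 (2). Neural progenitors lower than round, day 20 1 (4), intermediate progenitors higher than round, day 10 1 (0), intermediate progenitors lower than round, day 20 3 (9), neurons lower than round, day 20 4 (15). Lateral eminence lower than round, day 20 0 (1), axon guidance higher than round, day 10 2 (0), cerebral cortex lower than round, day 20 4 (7), medial eminence higher than round, day 20 0 (5). Floor plate higher than round, day 20 0 (1), hindbrain higher than round, day 20 0 (1), epithelium higher than round, day 20 1 (9), extracellular matrix higher than round, day 20 0 (2). Pluripotency higher than round, day 20 10 (22). With the mean of the 4 shapes in a 5-group fit they were pooled microwells, day 10 260 (150), pooled microwells, day 20 266 (146), and without the round microwell libraries pooled microwells, day 10 308 (150). At an FDR below 0.05 they were mechanotransduction, peanut to round, day 10 4 (0), mechanotransduction, C to round, day 10 2 (0).

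The first component held, in percent, with genes centred and not scaled, all libraries 58.3 (48.3), day 10 44 (32.9), day 20 55.3 (46.5), day 40 34.1 (36), and with the 1000 genes of largest variance all libraries 64.9 (48.3), day 10 48.4 (32.9), day 20 60.3 (46.5), day 40 33.9 (36).

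With a highest group mean RPKM of at least 10, the counts between days were day 20 to 10, 96-well 156, day 40 to 20, 96-well 352, day 40 to 10, 96-well 823, day 20 to 10, round 313, day 40 to 20, round 270. Day 40 to 10, round 863, day 20 to 10, butterfly 89, day 40 to 20, butterfly 486, day 40 to 10, butterfly 636, day 20 to 10, peanut 98. Day 40 to 20, peanut 518, day 40 to 10, peanut 807, day 20 to 10, C 115, day 40 to 20, C 376, day 40 to 10, C 787. With one of at least 5, other counts were pooled microwells, day 10 26, pooled microwells, day 20 35, pooled microwells, day 40 155, round to 96-well, day 10 48, butterfly to 96-well, day 10 211. Peanut to 96-well, day 10 20, C to 96-well, day 10 24, butterfly to round, day 10 144, peanut to round, day 10 18, C to round, day 10 15. Butterfly to peanut, day 10 55, butterfly to C, day 10 26, round to 96-well, day 20 421, butterfly to 96-well, day 20 39, peanut to 96-well, day 20 21. C to 96-well, day 20 34, butterfly to round, day 20 268, peanut to round, day 20 254, C to round, day 20 82, butterfly to C, day 20 9. Peanut to C, day 20 1, round to 96-well, day 40 153, butterfly to 96-well, day 40 183, peanut to 96-well, day 40 192, C to 96-well, day 40 150. Butterfly to round, day 40 69, peanut to round, day 40 17, interaction 378.

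With 1 library left out in turn, lowest to highest, the counts were pooled microwells, day 10 81 to 218 (150), pooled microwells, day 20 34 to 193 (146), pooled microwells, day 40 302 to 721 (477), peanut to 96-well, day 10 30 to 207 (167). C to 96-well, day 10 111 to 238 (211), butterfly to round, day 10 379 to 951 (594), peanut to round, day 10 12 to 205 (145), C to round, day 10 9 to 182 (121). Butterfly to peanut, day 10 59 to 552 (178), butterfly to C, day 10 1 to 453 (79), butterfly to 96-well, day 20 102 to 176 (220), peanut to 96-well, day 20 7 to 118 (80). C to 96-well, day 20 84 to 199 (173), C to round, day 20 264 to 719 (495), butterfly to C, day 20 0 to 57 (51), peanut to C, day 20 0 to 9 (7). Round to 96-well, day 40 371 to 843 (638), butterfly to 96-well, day 40 333 to 721 (537), C to 96-well, day 40 337 to 753 (497), butterfly to round, day 40 26 to 281 (280). Peanut to round, day 40 0 to 203 (76), C to round, day 40 0 to 186 (0), butterfly to C, day 40 0 to 2 (0), all 3 shapes against round, day 10 2 to 129 (66). All 3 shapes against round, day 20 248 to 676 (459), all 3 shapes against round, day 40 0 to 31 (0), mechanotransduction, butterfly to round, day 10 3 to 14 (12), mechanotransduction, peanut to round, day 10 0 to 2 (0). Mechanotransduction, C to round, day 10 0 to 1 (0), pluripotency lower in pooled microwells, day 10 9 to 17 (16), mesenchyme lower in pooled microwells, day 40 9 to 17 (16), pluripotency lower than 96-well, day 10 0 to 10 (10). Mesoderm lower than 96-well, day 10 0 to 2 (2), neural crest lower than 96-well, day 20 1 to 4 (3), neural progenitors higher than 96-well, day 20 0 to 7 (4), intermediate progenitors higher than 96-well, day 10 0 to 1 (1). Sensory neurons higher than 96-well, day 10 0 to 1 (1), medial eminence higher than 96-well, day 40 5 to 9 (9), lateral eminence higher than 96-well, day 40 5 to 9 (9), epithelium lower than 96-well, day 10 1 to 3 (3). Epithelium lower than 96-well, day 40 1 to 5 (2), mesenchyme lower than 96-well, day 10 0 to 2 (2), mesenchyme lower than 96-well, day 20 0 to 6 (5), mesenchyme lower than 96-well, day 40 2 to 10 (6). Neural progenitors higher than round, day 10 0 to 1 (0), neural progenitors lower than round, day 20 0 to 7 (4), intermediate progenitors lower than round, day 20 2 to 9 (9), neurons lower than round, day 20 4 to 18 (15). Lateral eminence lower than round, day 20 0 to 1 (1), axon guidance higher than round, day 10 0 to 1 (0), axon guidance lower than round, day 20 4 to 9 (9), cerebral cortex lower than round, day 20 3 to 8 (7). Medial eminence higher than round, day 20 4 to 8 (5), floor plate higher than round, day 20 0 to 1 (1), hindbrain higher than round, day 20 0 to 3 (1), extracellular matrix higher than round, day 20 0 to 4 (2).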

Differences from the paper's values

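The alternatives were set before the data were examined, except exon reads and the pooled comparison without the round libraries, and each value is compared at the thresholds that the paper states. A value differs where one is over 1.5 times the other, and the alternatives named in brackets are those within that band. The tests here used total gene reads, which include introns, while the expression value in the authors' tables equals the exon reads. The measure behind the paper's counts may therefore be unlike the one used here. The cause of these differences is not known. The log2 fold changes that the text gives as folds match the values here on the log2 scale, and the directions in Fig. 2b match with the groups taken in the reverse order.

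In Fig. 3b, with the paper's numbers read by eye, these counts differ. 72 here and the paper's about 250, pooled microwells against 96-well, day 10 higher (within the band DESeq2 198, and without the round libraries 250, chosen after the values were seen, not the others). 78 here and the paper's about 140, pooled microwells against 96-well, day 10 lower (within the band no filter on low counts 130, without peanut replicate 2 99, without C replicate 1 95, without C replicate 3 95, mean of the 4 shapes in a 5-group fit 118, not the others). 61 here and the paper's about 120, pooled microwells against 96-well, day 20 higher (within the band DESeq2 101, without peanut replicate 2 89, and exon reads 82, chosen after the values were seen, not the others). 85 here and the paper's about 170, pooled microwells against 96-well, day 20 lower (within the band mean of the 4 shapes in a 5-group fit 187, not the others). 214 here and the paper's about 340, pooled microwells against 96-well, day 40 lower (within the band no filter on low counts 272, without 96-well replicate 1 417, without butterfly replicate 2 237, without butterfly replicate 3 227, without peanut replicate 3 240, mean of the 4 shapes in a 5-group fit 266, and exon reads 285, chosen after the values were seen, not the others).

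In Fig. S4C, with the paper's numbers read by eye, these counts differ. 9 here and the paper's about 16, round against 96-well, day 10 higher (within the band DESeq2 11, no filter on low counts 14, without 96-well replicate 1 11, without 96-well replicate 2 12, only the 2 groups compared 11, without round replicate 2 11, and exon reads 13, chosen after the values were seen, not the others). 487 here and the paper's about 320, round against 96-well, day 20 higher (within the band unique gene reads 473, without 96-well replicate 2 462, only the 2 groups compared 471, without round replicate 3 374, not the others). 125 here and the paper's about 220, round against 96-well, day 40 higher (within the band without 96-well replicate 1 162, and exon reads 162, chosen after the values were seen, not the others). 168 here and the paper's about 300, butterfly against 96-well, day 40 lower (within the band without 96-well replicate 1 290, without butterfly replicate 2 308, and exon reads 208, chosen after the values were seen, not the others). 146 here and the paper's about 260, peanut against 96-well, day 10 higher (within the band DESeq2 179, without peanut replicate 2 186, without peanut replicate 3 176, not the others). 21 here and the paper's about 38, peanut against 96-well, day 10 lower (no alternative comes within this band). 19 here and the paper's about 35, peanut against 96-well, day 20 higher (within the band DESeq2 26, without peanut replicate 2 42, not the others). 61 here and the paper's about 120, peanut against 96-well, day 20 lower (within the band DESeq2 89, only the 2 groups compared 94, not the others). 190 here and the paper's about 300, peanut against 96-well, day 40 lower (within the band DESeq2 205, no filter on low counts 211, without 96-well replicate 1 372, without peanut replicate 1 229, without peanut replicate 3 242, and exon reads 262, chosen after the values were seen, not the others). 66 here and the paper's about 110, C against 96-well, day 20 lower (within the band exon reads 84, chosen after the values were seen, not the others). 237 here and the paper's about 400, C against 96-well, day 40 lower (within the band without 96-well replicate 1 435, without C replicate 1 282, and exon reads 332, chosen after the values were seen, not the others).

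In Fig. 5b, with the paper's numbers read by eye, these counts differ. 120 here and the paper's about 280, C against round, day 10 higher (within the band DESeq2 217, only the 2 groups compared 216, not the others). 34 here and the paper's about 75, C against round, day 20 lower (within the band without C replicate 1 90, and exon reads 57, chosen after the values were seen, not the others). C against round, day 40 higher, 0 here and the paper's about 43 (within the band without C replicate 1 44, not the others). C against round, day 40 lower, 0 here and the paper's about 13 (no alternative comes within this band). 144 here and the paper's about 280, peanut against round, day 10 higher (within the band DESeq2 236, without round replicate 1 202, not the others). 56 here and the paper's about 190, peanut against round, day 40 higher (no alternative comes within this band). 20 here and the paper's about 120, peanut against round, day 40 lower (within the band without peanut replicate 2 85, not the others). 150 here and the paper's about 280, butterfly against round, day 40 higher (within the band DESeq2 189, and exon reads 200, chosen after the values were seen, not the others). 130 here and the paper's about 260, butterfly against round, day 40 lower (within the band only the 2 groups compared 186, not the others). Peanut against C, day 10 higher, 0 here and the paper's about 1 (within the band only the 2 groups compared 1, not the others). Peanut against C, day 20 higher, 0 here and the paper's about 6 (no alternative comes within this band). 7 here and the paper's about 45, peanut against C, day 20 lower (within the band DESeq2 31, not the others). Peanut against C, day 40 higher, 0 here and the paper's about 1 (within the band DESeq2 1, not the others). Peanut against C, day 40 lower, 0 here and the paper's about 4 (no alternative comes within this band). 46 here and the paper's about 160, butterfly against C, day 10 higher (within the band without butterfly replicate 3 208, not the others). 33 here and the paper's about 56, butterfly against C, day 10 lower (within the band DESeq2 40, without C replicate 2 67, and exon reads 41, chosen after the values were seen, not the others). 2 here and the paper's about 4, butterfly against C, day 20 higher (within the band DESeq2 4, not the others). 49 here and the paper's about 85, butterfly against C, day 20 lower (within the band DESeq2 99, only the 2 groups compared 67, not the others). Butterfly against C, day 40 higher, 0 here and the paper's about 19 (no alternative comes within this band). Butterfly against C, day 40 lower, 0 here and the paper's about 32 (no alternative comes within this band). 103 here and the paper's about 170, butterfly against peanut, day 10 higher (within the band without butterfly replicate 3 219, without peanut replicate 1 236, and exon reads 123, chosen after the values were seen, not the others). Butterfly against peanut, day 40 higher, 0 here and the paper's about 7 (no alternative comes within this band).

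In Fig. 5a, with the paper's numbers read by eye, these counts differ. 66 here and the paper's about 170, all 3 shapes against round, day 10 (within the band without round replicate 1 129, not the others). All 3 shapes against round, day 40, 0 here and the paper's about 41 (within the band without C replicate 1 31, not the others).

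In the text and legends, these counts differ. They were counted with a highest group mean RPKM of at least 5. 26 here and the paper's 51, pooled microwells against 96-well, day 10 (within the band DESeq2 46, without round replicate 2 36, without peanut replicate 2 35, mean of the 4 shapes in a 5-group fit 46, and without the round libraries 48, chosen after the values were seen, not the others). 35 here and the paper's 56, pooled microwells against 96-well, day 20 (within the band DESeq2 45, without peanut replicate 2 40, without C replicate 3 40, mean of the 4 shapes in a 5-group fit 55, and exon reads 39, chosen after the values were seen, not the others).

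In the text and legends, these counts differ. The minimum here too was a highest group mean RPKM of 5. 21 here and the paper's 35, peanut against 96-well, day 20 (within the band DESeq2 30, only the 2 groups compared 29, without peanut replicate 2 26, not the others).

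In the text and legends, these counts differ. Again the highest group mean RPKM was at least 5. 18 here and the paper's 28, peanut against round, day 10 (within the band DESeq2 24, without round replicate 1 24, without peanut replicate 2 21, without peanut replicate 3 21, not the others). 15 here and the paper's 35, C against round, day 10 (within the band DESeq2 27, only the 2 groups compared 33, without round replicate 1 26, not the others). 69 here and the paper's 106, butterfly against round, day 40 (within the band DESeq2 85, only the 2 groups compared 84, without round replicate 1 77, without butterfly replicate 2 74, and exon reads 84, chosen after the values were seen, not the others). 17 here and the paper's 69, peanut against round, day 40 (within the band without peanut replicate 2 49, not the others). C against round, day 40, 0 here and the paper's 10 (no alternative comes within this band).

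In the text and legends, these counts differ. They are numbers of mechanotransduction genes called, at the FDR below 0.01 and the highest group mean RPKM of at least 0.5 set for those genes. Peanut against round, day 10, 0 here and the paper's 8 (no alternative comes within this band). C against round, day 10, 0 here and the paper's 8 (no alternative comes within this band). 96-well against round, day 10, 0 here and the paper's 1 (within the band only the 2 groups compared 1, not the others).

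The study's lists of called genes were not used here. Of its named genes that are also called here in the same comparison, exon reads no longer call 1 of 27 and the fit without the round libraries 0 of 13.

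The study has *SST*, *NEUROD1*, *NEUROG1* and *NHLH1* as higher in pooled microwells than in 96-well hCOs of day 10, and here none was called (adjusted p = 0.0628, 0.0630, 0.0632 and 0.0586 from edgeR). All 4 are called with DESeq2, without round replicate 2 and, chosen after the values were seen, without the round libraries. The last 3 are also called with the mean of the 4 shapes in a 5-group fit, and *NHLH1* without round replicate 3. The study also has *SST* and *DLX1* as higher in all 3 non-spherical shapes at day 10, and here *SST* in C had an adjusted p of 0.0511 (called with the replicate block and in a fit of only the 2 groups) and *DLX1* in peanut of 0.108, called with no alternative.

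The study has markers of neural differentiation as higher than in round microwells at day 10 in all 3 shapes. Here 10, 3 and 1 of 11 intermediate progenitor, 12, 0 and 0 of 20 neuronal and 8, 0 and 0 of 21 neural progenitor genes were higher in butterfly, peanut and C, and with DESeq2 9, 6 and 3, 11, 5 and 0 and 9, 0 and 2.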

Other observations

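Of the lists set before the data were examined, those of stress and of the roof plate were picked for this section after the results were seen. Exon reads and the tests of whole groups were also chosen after, and the tests of shared round libraries and of other splits before.

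At day 20 the round hCOs had lower levels of stress genes than 96-well hCOs. Of all 16550 genes tested, 5001 were lower and 4741 higher at an FDR below 0.05. Lower were 10 of 10 genes of endoplasmic reticulum stress, 10 of 12 immediate early genes, 14 of 17 genes of hypoxia and glycolysis (2 higher) and 10 of 13 genes of p53 and senescence. *DDIT3* (ENSG00000175197, chromosome 12 from 57516588 to 57521737), a transcription factor of stress-induced cell death, was at 10.1 ± 1.77 CPM in round and 63.9 ± 9.76 CPM in 96-well hCOs, *TRIB3* (ENSG00000101255, chromosome 20 from 362835 to 397559), a stress kinase-like protein, had a log2 fold change of -2.84 (standard error 0.22, adjusted p = 3.96e-06 from edgeR) and *CDKN1A* (ENSG00000124762, chromosome 6 from 36676460 to 36687337), the cell cycle inhibitor p21, of -1.78 (standard error 0.14, adjusted p = 3.85e-06 from edgeR). Lower at the same time were 7 of 9 mitochondrially encoded, 8 of 11 muscle, 5 of 9 endothelial, 3 of 5 metallothionein and 4 of 5 microglial genes.

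Genes of the roof plate and cortical hem, the dorsal midline that secretes Wnt and BMP signals, were higher than in 96-well hCOs in 1, 12, 2 and 7 of 14 cases in round, butterfly, peanut and C microwells at day 10, and in 11 in round at day 20. *LMX1A* (ENSG00000162761, chromosome 1 from 165201867 to 165356715), a homeobox gene of the roof plate, was at 69.7 ± 40.9 CPM in butterfly and 2.85 ± 1.18 CPM in 96-well hCOs of day 10, a log2 fold change of 4.60 (standard error 0.62, adjusted p = 0.000189 from edgeR). Wnt targets were higher in 0, 9, 1 and 0 of 12 and Notch targets in 0, 5, 1 and 1 of 8 cases in the same order. In the difference of shape effects between days 10 and 20, 13 of 14 roof plate genes were lower and none was higher.

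At day 40 the pooled microwells had 10 of 23 YAP targets, 9 of 14 roof plate, 6 of 9 endothelial and 6 of 7 metallothionein genes lower than in 96-well hCOs, and 4 of 12 immediate early genes higher. At day 10 they had 9 of 18 hypoxia genes lower, with *ADM* at -1.62 (standard error 0.29, adjusted p = 0.00172 from edgeR) on the log2 scale. The targets of hedgehog signalling had 1 of 5 lower at day 40, microglial genes 2 of 6, astrocyte and oligodendrocyte genes 1 of 9 lower and 1 higher, and muscle genes 3 of 11 lower. From day 10 to 40, immediate early genes were higher in 10, 11, 9, 11 and 11 of 12 cases in 96-well, round, butterfly, peanut and C hCOs.

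The share of gene reads in introns ran from 3.61% to 4.01% per library in 96-well and 4.22% to 5.08% in microwell hCOs at day 10, 6.63% to 7.19% and 6.95% to 9.02% at day 20 and 8.57% to 9.11% and 9.35% to 12.7% at day 40, without overlap at days 10 and 40. The reads tested include those in introns. With exon reads alone the pooled comparison called 166, 186 and 604 genes at days 10, 20 and 40, against 150, 146 and 477 with all gene reads.

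Shapes compared with the same 3 round libraries are correlated without any effect of shape. In 20 simulations without one, at most 0 genes were higher in all 3 shapes, against 65 at day 10, 434 at day 20 and 0 at day 40, but a simulated comparison called at most 1 gene, so this count does not show what shared round libraries give where genes are called. Lists drawn independently would share 0.038, 1.25 and 0. The simulated correlations were 0.491, 0.494 and 0.499 at day 10 for butterfly with peanut, butterfly with C and peanut with C, 0.492, 0.500 and 0.496 at day 20 and 0.495, 0.496 and 0.497 at day 40. Covariances were 0.290, 0.287 and 0.236 at day 10 (0.0334, 0.0337 and 0.0338 in the simulations), 0.671, 0.437 and 0.448 at day 20 (0.0350, 0.0355 and 0.0352) and 0.256, 0.178 and 0.159 at day 40 (0.0412, 0.0416 and 0.0417). Part of the excess could still come from the round libraries themselves, as 3 controls cannot be split, and the count called in all 3 shapes at day 10, 66 in both directions together, was 3 without round replicate 2 and 2 without round replicate 3.

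For comparisons of 3 against 3 libraries the splits number 10, too few for a share under 0.05. Between days the real counts ran from 939 to 4011, and the highest other split called 1 in butterfly hCOs of days 10 and 20 and 0 elsewhere. Between conditions the highest other split called 0 or 1 except for butterfly and peanut at day 10 (real 178, highest other 144) and butterfly and C at day 10 (real 79, highest other 90, 2 splits with as many). Of the 45 comparisons the real split called the most in 38. Where the real count was 0 every one of the 10 splits called as many. For the pooled comparison of microwells with 96-well plates, 100 splits of 12 against 3 libraries were used, the real one included. As many genes were called by 2 at day 10 (real 150, highest other 316), 3 at day 20 (real 146, highest other 594) and 1 at day 40 (real 477, highest other 39). Such splits break up the 5 groups of 3 and mix shapes, so they cannot exclude chance differences between whole groups. The splits at days 10 and 20 that call over 2 times the real count point to a structure of the samples. With each whole group set against the other 4, 96-well hCOs called 150, 146 and 477 genes and the highest other group 293 (butterfly, day 10), 1053 (round, day 20) and 22 (round, day 40), and 5 groups are too few for a share under 0.05.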
